# Translation elicits a growth rate‐dependent, genome‐wide, differential protein production in *Bacillus subtilis*

**DOI:** 10.15252/msb.20156608

**Published:** 2016-05-18

**Authors:** Olivier Borkowski, Anne Goelzer, Marc Schaffer, Magali Calabre, Ulrike Mäder, Stéphane Aymerich, Matthieu Jules, Vincent Fromion

**Keywords:** *Bacillus subtilis*, global regulation, growth rate, protein production, translation efficiency, Genome-Scale & Integrative Biology, Quantitative Biology & Dynamical Systems, Protein Biosynthesis & Quality Control

## Abstract

Complex regulatory programs control cell adaptation to environmental changes by setting condition‐specific proteomes. In balanced growth, bacterial protein abundances depend on the dilution rate, transcript abundances and transcript‐specific translation efficiencies. We revisited the current theory claiming the invariance of bacterial translation efficiency. By integrating genome‐wide transcriptome datasets and datasets from a library of synthetic *gfp*‐reporter fusions, we demonstrated that translation efficiencies in *Bacillus subtilis* decreased up to fourfold from slow to fast growth. The translation initiation regions elicited a growth rate‐dependent, differential production of proteins without regulators, hence revealing a unique, hard‐coded, growth rate‐dependent mode of regulation. We combined model‐based data analyses of transcript and protein abundances genome‐wide and revealed that this global regulation is extensively used in *B. subtilis*. We eventually developed a knowledge‐based, three‐step translation initiation model, experimentally challenged the model predictions and proposed that a growth rate‐dependent drop in *free* ribosome abundance accounted for the differential protein production.

## Introduction

The physiological state of the cell results from a complex interplay between environmental stimuli and the molecular mechanisms generating the major cellular functions (Crick, 1970; Bollenbach *et al*, 2009; Scott *et al*, 2010). As a result, each environmental condition coincides with a specific growth rate and a growth rate‐dependent macromolecular composition (Schaechter *et al*, 1958; Bremer & Dennis, 2008). The abundance of the molecular machines (DNA and RNA polymerases, ribosome) strongly increases with increasing growth rate (Bremer & Dennis, 2008; Klumpp & Hwa, 2008; Klumpp *et al*, 2009). The pool of *free* polymerase (*i.e*. RNAPσ^70^ available to initiate transcription) as well as the overall transcription efficiency increases, which in turn leads to a significant increase in total RNA and total rRNA abundances (Schaechter *et al*, 1958; Maaløe & Kjeldgaard, 1966; Marr, 1991; Bremer & Dennis, 2008; Klumpp & Hwa, 2008). In addition, the global growth rate‐dependent variation in the transcription machinery abundance strongly and specifically influences the expression of each gene on the basis of their promoter sequence (Klumpp & Hwa, 2008; Gerosa *et al*, 2013). This effect is referred to as “global regulation”, and the promoter activity can be described by a Michaelis–Menten‐type rate law as a function of the growth rate (Gerosa *et al*, 2013).

Global regulation operates at the level of translation by identically altering the production of each protein due the growth‐related dilution (Liang *et al*, 2000; Bremer & Dennis, 2008; Klumpp *et al*, 2009). In contrast to transcription, the global growth rate‐dependent variation in the translation machinery does not seem to trigger an additional global regulation specific to the genetic sequence of the translation initiation region (TIR). Indeed, the transcript‐specific translation efficiency, defined as the number of proteins produced per mRNA per hour, was estimated to be invariant (Bremer & Dennis, 2008). As a consequence, the translation efficiency ($\lambda_{i}$) of each transcript ($m_{i}$) can be described by a constant (*i.e*. leading to the protein abundance: $P_{i}=\frac{m_{i}}{\mu }\lambda_{i}$ with μ being the rate of growth in h^−1^ (Klumpp *et al*, 2009)).

The advent of high‐resolution technologies and the consecutive generation of quantitative, genome‐wide transcriptomic and proteomic datasets (Nicolas *et al*, 2012; Muntel *et al*, 2014; Goelzer *et al*, 2015) enable the estimation of the transcript‐specific translation efficiencies genome‐wide. The comparison of these proteome and transcriptome datasets immediately suggests that the current model of the invariant transcript‐specific translation efficiency is not satisfactory at the genome‐scale level. The aim of this work was therefore to investigate the transcript‐specific translation efficiency across growth conditions and to revisit the global regulation operating at the translation level. To this purpose, we combined genome‐wide arrays, proteomics, qPCR and fluorescent reporter fusions to quantify transcript and protein abundances and deduce the transcript‐specific translation efficiencies across growth conditions. We first demonstrated that translation efficiency does not remain constant but drops when growth rate increases. We furthermore revealed that the gene‐specific translation initiation region (TIR) can drive a differential production of single proteins in the absence of any dedicated, specific regulators. We showed that the transcript‐specific translation efficiency can be described by a Michaelis–Menten‐type rate law as a function of the *free* ribosome abundance. We proposed that the drop in translation efficiency can result from a drop in abundance of the *free* ribosomes with increasing growth rates and estimated the drop in *free* ribosome abundance as well as the parameters of the model for over a thousand of transcripts. We further explored the sensitivity of the translational global regulation with respect to the addition of translation inhibitors. To precisely investigate the growth‐rate dependency of the translation efficiency, we eventually developed a knowledge‐based mathematical model of protein production and explored the possible interdependence of *free* ribosome, total ribosome and mRNA abundances.

## Results

### Growth‐rate dependence of bacterial transcript abundances

We determined the intracellular abundance (per mass) of total RNA species in *B. subtilis* with increasing growth rate (μ). We extracted total RNA from cells grown at various growth rates (from μ = 0.25 to 1.70 h^−1^), measured the amount of total RNA and the total amount of ribosomal RNA species and inferred the corresponding abundances (see Appendix section 1.3). Total RNA abundance increased as fast as the growth rate increased (Figs 1A and EV1A). The proportion of rRNA in total RNA remained constant at ~85% (Fig EV1B–D). 

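The mRNA of B. subtilis cells in balanced growth was measured on 16 one-colour microarrays, 4 for each of 4 growth media. The media were M9 minimal medium with succinate and glutamate (M9SE, growth rate 0.40 per h), minimal salts medium with citrate and glucose (S, 0.60 per h), casamino acid medium (CH, 1.20 per h) and casamino acid medium with glucose (CHG, 1.70 per h). For each array, 10 µg of total RNA with added in vitro-synthesized transcripts was reverse transcribed, labelled with Cy3 and hybridised to a custom Agilent array. The array holds 21197 probes for 4105 genes, with 2 to 10 probes per gene (median 6), and 10 spike-in transcripts with 32 spots each. The authors extracted intensities with Feature Extraction 10.5, in which the processed signal is an intensity after subtraction of the local background, with a surrogate value for dim spots and no scaling between arrays. From these deposited intensities, the log2 signal of each gene was taken as the mean over its probes and shifted on each array by the spike-in transcripts. Genes were tested where a probe stood well above background on at least 4 arrays, which left 4095 genes. Media were compared with limma over all 16 arrays, with two-sided p-values adjusted by the Benjamini-Hochberg procedure and a threshold of 0.05. Since each array received the same amount of total RNA, the log2 changes are per total RNA and not per cell mass. The share of gene probes well above background was 96.3% to 96.9% on the M9SE arrays (median 96.4%), 93.0% to 94.6% on the S arrays (94.0%), 90.3% to 93.4% on the CH arrays (92.8%) and 88.3% to 90.3% on the CHG arrays (88.9%). The number of arrays per medium limits the precision of each value. The arrays lay on 5 slides scanned on 3 days, and 4 slides hold both M9SE and CHG arrays. Because Dataset EV1 gives some arrays of a medium the same numeral, it is not certain that each array comes from a separate culture, and the p-values measure only the spread between arrays. Probes for gfpmut3, lacI and the cat resistance gene, which belong to the reporter constructs, gave strong signals on every S and CH array and on CHG replicate 3, and signals near background on the other 7 arrays. The comparison of S with M9SE therefore sets arrays with reporter signal against arrays without it, as does that of CHG with CH apart from CHG replicate 3.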

We next developed a dedicated experimental approach to quantify the proportion of total mRNA in total RNA for each sample using genome‐wide expression microarrays and a set of control “spike‐in” transcripts (Materials and Methods, Fig 1B, Appendix section 1.4). A scaling factor was inferred from the intensity values of the retrotranscribed, *in vitro*‐synthesized transcripts for each microarray (Fig 1C). The result was that the proportion of total mRNA in total RNA remained constant across samples, which directly implies that total mRNA abundance in *B. subtilis* does increase proportionally to the growth rate (Fig 1D).

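Total mRNA per cell mass was higher in S, CH and CHG than in M9SE. The scaling factor, taken as the summed signal of all genes after spike-in scaling over its mean across the 16 arrays, was 0.913 ± 0.0765 (SD, n = 4) in M9SE, 0.923 ± 0.0370 in S, 1.19 ± 0.130 in CH and 0.978 ± 0.0788 in CHG. The CHG factor was 1.07 times the M9SE factor (two-sided exact permutation test, p = 0.314, adjusted p = 0.377 over the 6 pairs of media), with ratios of 1.01 to 1.11 within the 4 slides that hold both media. The CH factor was 1.30 times the M9SE factor (exact p = 0.029, the smallest p that 4 arrays against 4 allow, adjusted p = 0.0857), with 1.20 to 1.22 within 2 slides, and CHG over CH was 0.825 (exact p = 0.0571, adjusted p = 0.114). Multiplied by total RNA abundance, from a first-order fit to the 46 values of the paper's table, the factor gave total mRNA abundances of 1.54 ± 0.0615 (SD, n = 4) times the M9SE mean in S, 4.00 ± 0.439 in CH and 4.69 ± 0.378 in CHG, at growth rates 1.5, 3 and 4.25 times that in M9SE. Each SD holds the spread of the arrays of that medium alone. It leaves out the spread in M9SE, an SD of 0.0838 around its mean of 1, and the error of the total RNA fit.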

**Figure 1:**
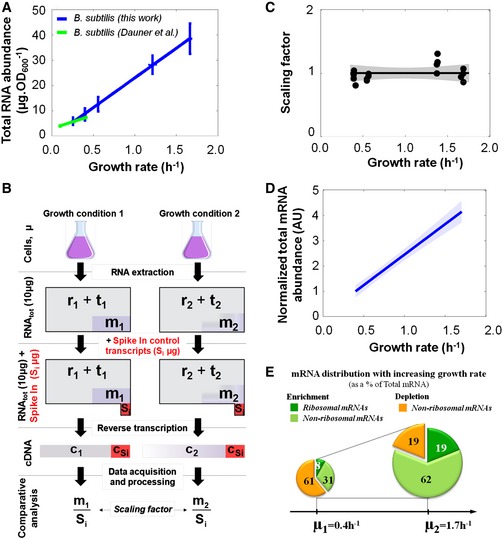
Total RNA and mRNA abundances increase proportionally to the growth rate Total RNA abundance in *B. subtilis* (blue dots) at different growth rates (0.25 h^−1^, 0.40 h^−1^, 0.60 h^−1^, 1.2 h^−1^ and 1.7 h^−1^; this work). The 95% confidence intervals are shown with horizontal and vertical bars. Previously quantified total RNA abundance in *B. subtilis* (green dots) from Dauner *et al* (2001). Data are fit with a first‐order polynomial.Scheme of the experimental design developed to quantify the relative abundance of total mRNA and of each transcript across growth conditions. *r*_1_ and *r*_2_ stand for total ribosomal RNA amounts, *t*_1_ and *t*_2_ stand for total transfer RNA amounts, and *m*_1_ and *m*_2_ stand for total messenger RNA amounts in growth conditions 1 and 2, respectively. *S*_i_ corresponds to the amount of the ten different *in vitro*‐synthesized (spike‐in) transcripts. *c*_1_, *c*_2_ and *c*_Si_ correspond to the amounts of cDNA reverse transcribed from *m*_1_, *m*_2_ and *S*_i_. Note that the amount of *S*_i_ added to the total RNA extract of either growth condition is identical, which straightforwardly allows calculating the scaling factor between growth conditions (see Appendix section 1.4).Mean‐normalized scaling factor.First‐order polynomial fit of normalized total mRNA abundance (as inferred from the scaling factor and total RNA abundance). The total mRNA abundance measured at slow growth (μ = 0.4 h^−1^) was then assigned a value of 1.0 and total mRNA abundances across the other conditions were reported normalized to this value (in arbitrary units, AU; note that AU is a quantity.OD_600_^−1^). The 95% confidence interval is shown with shaded areas.The population of transcripts was sorted into two groups using a slow (μ = 0.4 h^−1^) and a fast growth condition (μ = 1.7 h^−1^). The first group contained transcripts for which the abundance increased faster than the growth rate (green), and the second group included all other transcripts (orange). The enriched sub‐group of transcripts at fast growth contained the ribosomal mRNAs (dark green) and several non‐ribosomal mRNAs (light green). The corresponding datasets can be found in Dataset EV1.

**Figure EV1:**
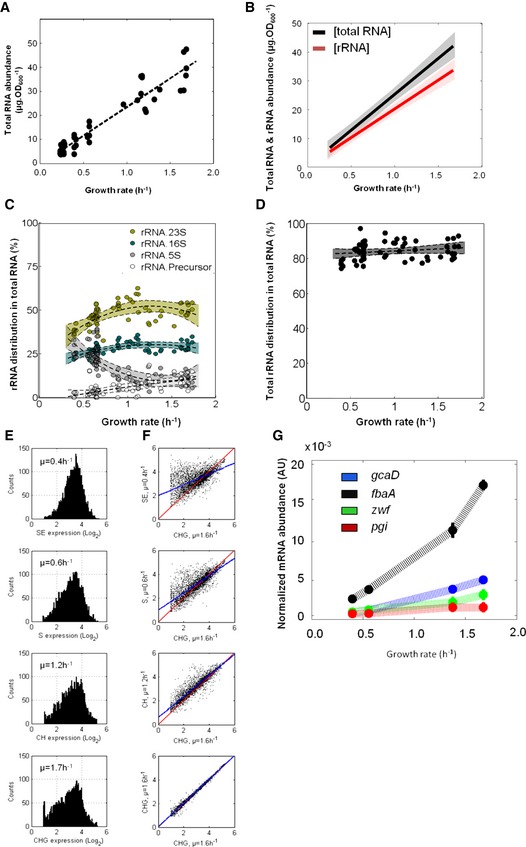
Molecular RNA species as function of the rate of growth Total RNA abundance as function of the growth rate. Data are linearly fit (dashed line).First‐order polynomial fit of total RNA abundance (black) and rRNA abundance (red, as calculated from the rRNA percentage within the total RNA pool; panels C and D). The 95% confidence intervals are shown with shaded areas.Percentage of each rRNA species (filled‐in circles) in total RNA as function of the growth rate. rRNA sub‐species are fit with a second‐degree polynomial (dashed line). The corresponding 95% confidence band is given by the coloured area.Percentage of total rRNA species (filled‐in circles) in total RNA as function of the growth rate obtained by summing every rRNA species (from panel C). Total rRNA is fit with a first‐degree polynomial (dashed line). The corresponding 95% confidence band is given by the coloured area.Distribution histograms of one (out of four replicates) representative expression dataset (spike‐in genome‐wide array) per medium.Plots of a representative gene expression dataset from SE‐, S‐, CH‐ and CHG‐grown cells vs. a representative gene expression dataset from CHG‐grown cells. The red line corresponds to the bisector and the blue lines to linear fits. Blue and red lines are identical when plotting two replicates of the very same growth condition (CHG vs. CHG), while with increasing growth rates, expressions of an increasing number of genes are switched off.Normalized mRNA abundance of four constitutively expressed genes (see Fig 2B). The 95% confidence intervals are shown with bars. The corresponding datasets can be found in Dataset EV1.

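Spore genes were among the transcripts that were abundant in M9SE and not detectable in CHG. cgeA, a gene of the outer spore surface, had a log2 signal of 16.45 ± 0.23 (SD, n = 4) in M9SE, and none of its probes was well above background on any CHG array, so its signal was at least 1725-fold lower there. spoVIF, a late sporulation gene, had 14.61 ± 0.28 (SD, n = 4) in M9SE and was at least 484-fold lower in CHG, and sspB, a small acid-soluble protein of the spore core, had 14.06 ± 0.23 (SD, n = 4) and was at least 331-fold lower. Of the 4105 genes, 7 had no probe well above background on any of the 4 arrays in M9SE, 22 in S, 32 in CH and 45 in CHG. Of the 45 genes in CHG, 33 were above background on every M9SE array, 3 were dim on every M9SE array too, and 3 belong to the lists of genes of the sporulation sigma factors. No gene was dim on every M9SE array and above background on every CHG array. The number of such dim genes per array was 21.5 ± 4.20 (SD, n = 4) in M9SE, 52.25 ± 13.5 in S, 68.25 ± 24.3 in CH and 107.5 ± 21.4 in CHG. Each of the other media was higher than M9SE (two-sided exact permutation test, p = 0.029, adjusted p = 0.0429 over the 6 pairs), while CH against S (exact p = 0.314) and CHG against CH (exact p = 0.0857, adjusted p = 0.103) did not pass the test. With genes counted when dim on at least 3 of the 4 arrays, the numbers were 17 in M9SE and 91 in CHG, and with the majority of a gene's probes dim on every array they were 46 and 232.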

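In CHG, genes for the uptake of glucose and pyruvate were far higher than in M9SE, and genes of the spore coat were far lower. ptsG (BSU13890), the glucose permease of the phosphotransferase system, had a log2 signal of 16.01 ± 0.19 (SD, n = 4) in CHG and 10.12 ± 0.13 (SD, n = 4) in M9SE, a log2 fold change of 5.88 (standard error 0.15, adjusted p = 2.3e-17 from limma). cotG (BSU36070), a spore coat protein, had 4.11 ± 0.57 (SD, n = 4) in CHG, where it was above background on 2 of 4 arrays, and 16.92 ± 0.20 (SD, n = 4) in M9SE, and was at least 2403-fold lower in CHG (adjusted p = 9.3e-19 from limma) with signals set to no less than a limit, the lowest signal of a gene probe well above background on the array. Among the 10 genes with the largest increase, the log2 fold change was 4.71 for pftA and 5.03 for pftB (at least 32.2-fold with signals under the limit set to it), which take up pyruvate, 4.50 for ansA and 4.67 for ansB, an asparaginase and an aspartase, 5.45 for cidA and 4.65 for cidB. It was 4.97 for steT, a serine/threonine exchanger, 4.89 for pbuO, a purine permease, and 4.89 (standard error 0.30, adjusted p = 1.2e-11) for alsS, the acetolactate synthase of acetoin formation. The 10 genes with the largest fitted decrease are genes of the spore or its coat, 8 of which belong to a list of SigK-dependent genes of the mother cell that was written after these values were seen. With signals under the limit set to it, cotX was at least 1475-fold lower in CHG, cotV at least 1393-fold, cotW at least 1347-fold and cgeB at least 1062-fold. cotY, sspG and cotZ, above background on 1 of 4 CHG arrays, were at least 982-fold, 990-fold and 493-fold lower. cgeA and spoVIF, at their limit in CHG, were at least 1725-fold and at least 484-fold lower, and genes at or near the limit have no order among themselves. In all, 3364 of 4095 genes passed the test, of which 1379 were higher and 1985 lower in CHG, so that 41.0% of the changed genes were higher, against 64.4% with quantile normalization. The median log2 fold change of all genes was -0.29, against -0.02 with scaling to the 75th percentile, -0.39 with scaling to the summed signal, 0.59 with quantile normalization and -0.41 with no scaling. The calls are per total RNA by the spike-in scaling and not relative to this median, and the direction of small changes depends on the scaling. By a first-order fit to the paper's values, total RNA per cell mass in CHG was 4.38 times that in M9SE. A gene called lower here, per total RNA, can therefore be higher per cell mass. Within the 4 slides that hold both media, 99.7% to 99.8% of the 3364 genes, which were called on these same arrays, had the same direction.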

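Gene groups moved together between M9SE and CHG. All 15 measured genes of glycolysis and pyruvate dehydrogenase rose in CHG, with a median log2 fold change of 2.74, among them gapA, the glycolytic glyceraldehyde-3-phosphate dehydrogenase (3.78, standard error 0.13, adjusted p = 9.1e-16 from limma), and tpiA, triose phosphate isomerase (3.08). All 15 genes of purine biosynthesis rose, with a median of 2.14, among them purA (2.93) and purE (2.67). All 12 genes of pyrimidine biosynthesis rose, with a median of 2.19, among them pyrB, aspartate carbamoyltransferase (3.06, standard error 0.32). Of 6 genes of overflow metabolism, which release acetate, lactate or acetoin, 4 rose, with a median of 3.36, among them alsD, acetolactate decarboxylase (4.29), and pta, phosphotransacetylase (3.16), while lctE and lctP did not pass the test. The set test camera at its preset correlation gave adjusted p = 5.4e-08 for glycolysis, 2.1e-07 for purine biosynthesis, 1.8e-04 for pyrimidine biosynthesis (0.0564 with quantile normalization) and 0.0028 for overflow metabolism (0.0989 with quantile normalization). With an estimated correlation, adjusted p = 0.490 for pyrimidine biosynthesis and 0.417 for the others. All 17 genes of competence, the uptake of DNA, fell, with a median of -6.42, among them comGB (-9.10, standard error 0.21, adjusted p = 5.9e-18) and comGD (-9.09) of the DNA uptake pseudopilus. All 21 genes of early sporulation fell, with a median of -5.81 (-5.69 with signals under the limit set to it), among them spoIIIAF (at least 98.3-fold lower) and spoIIAB (-6.81), and all 23 genes of antimicrobial peptides and surfactin fell, with a median of -3.22, among them sdpB (at least 145-fold lower) and skfA (-6.76). These groups, in this order, had adjusted p = 8.0e-07, 4.3e-07 and 2.0e-05 from camera at its preset correlation, and adjusted p = 0.417, 0.417 and 0.451 with an estimated correlation. In the lists of genes of the sporulation sigma factors, added after the values were seen, all 7 SigF genes fell (median -5.33), as did all 13 SigE genes (-5.81), 14 of 15 SigG genes (-4.39) and 15 of 16 SigK genes (-9.51), while sspE did not pass the test and cotC rose. The SigE list shares members with the early sporulation list, so the falls of these lists are not separate results. With genes dim on every CHG array set to the limit, the SigG median was -4.21, and with all signals under the limit set to it the medians were -3.49 for SigG and -8.64 for SigK. With quantile normalization, the medians were 4.09 for overflow metabolism, -5.52 for competence, -4.78 for early sporulation, -2.48 for the antimicrobial peptides, -4.15 for SigF, -4.71 for SigE and -2.64 for SigG. For the SigF, SigE, SigG and SigK lists, adjusted p = 0.183 with an estimated correlation.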

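Genes of amino acid synthesis, peptide uptake and the use of other carbon sources were mostly lower in CHG than in M9SE. Of 58 genes of amino acid biosynthesis, 36 fell and 8 rose, with a median log2 fold change of -2.18, among them carA (-7.35, standard error 0.19, adjusted p = 2.8e-17 from limma) and carB (-7.26), the carbamoyl-phosphate synthetase of arginine synthesis. Of 49 genes for the use of secondary carbon sources, 46 fell and 3 of the gluconate operon (gntK, gntP and gntZ) rose, with a median of -2.26, and rbsB, the ribose-binding protein, changed by -4.16. Of 15 genes of peptide uptake, 10 fell, with a median of -6.35, among them dppC (at least 332-fold lower, adjusted p = 5.4e-19), of a dipeptide transporter, and appF (-7.76), of an oligopeptide transporter, while the 5 opp genes of another oligopeptide transporter rose. Of 7 secreted proteases, 5 fell, with a median of -3.70, among them vpr (-6.93), and nprE and epr did not pass the test. All 12 genes of the tricarboxylic acid cycle fell, with a median of -0.94, among them citZ, citrate synthase (-2.54). Quantile normalization gave medians of -1.41 for amino acid biosynthesis, -0.98 for secondary carbon sources, -5.51 for peptide uptake, -2.02 for the proteases and -1.45 for the tricarboxylic acid cycle. With camera at its preset correlation, adjusted p = 0.0179 for amino acid biosynthesis, 6.5e-05 for secondary carbon sources, 0.0216 for peptide uptake, 0.0382 for the proteases (0.0506 without CHG replicate 4) and 0.0171 for the tricarboxylic acid cycle (0.430 with no scaling). With an estimated correlation, adjusted p = 0.585 for amino acid biosynthesis and 0.519 for the others. Of the 28 lists in all, camera called 19 at its preset correlation and none with an estimated one, where adjusted p ran from 0.417 to 0.585 for those 19. The counts were the same when adjusted over the list alone, apart from 6 lower proteases and 11 in place of 13 lower genes of motility.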

By comparing the transcriptomes acquired in slow vs. fast growth conditions (Fig EV1E and F), we sorted the transcripts into two groups (Fig 1E): transcripts whose abundances increased faster than the total mRNA abundance (enriched species) and the remaining ones (depleted species). The first group represented ~39% of the total mRNA abundance at slow growth and reached up to 81% at fast growth. In particular, transcripts coding for ribosomal proteins that belong to the first group increased 2.5‐fold from slow to fast growth (ribosomal mRNAs). 

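The genes whose share of the summed signal was higher in CHG than in M9SE numbered 1595 of 4105. Together these genes held 38.5% ± 0.910 (SD, n = 4) of the summed signal in M9SE, 53.4% ± 1.38 in S, 68.7% ± 1.75 in CH and 80.6% ± 0.678 in CHG. The other 2510 genes held 61.5% in M9SE and 19.4% in CHG. Without the ribosomal protein genes, the other 1543 enriched genes held 29.5% ± 0.134 (SD, n = 4) in M9SE, 40.4% in S, 50.9% in CH and 60.4% ± 1.59 in CHG. Genes of glycolysis and pyruvate dehydrogenase rose from 0.964% to 4.45% between M9SE and CHG, and genes of purine biosynthesis from 0.846% to 3.61%. Genes of competence fell from 1.97% to 0.0679%, and genes of antimicrobial peptides and surfactin from 2.38% to 0.161%. The 51 genes of the SigF, SigE, SigG and SigK lists, which act in the forespore and the mother cell, held 4.12% ± 0.349 (SD, n = 4) in M9SE, 0.453% in S, 0.300% in CH and 0.307% ± 0.0107 in CHG. The difference between M9SE and CHG had p = 0.029 for each of these lists (two-sided exact permutation test), while the enriched and depleted groups were not tested. The genes were sorted on the same arrays on which their share is given. With genes sorted on 2 arrays per medium and measured on the other 2, the enriched share was 38.7% in M9SE and 80.6% in CHG.

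**Figure D1:**
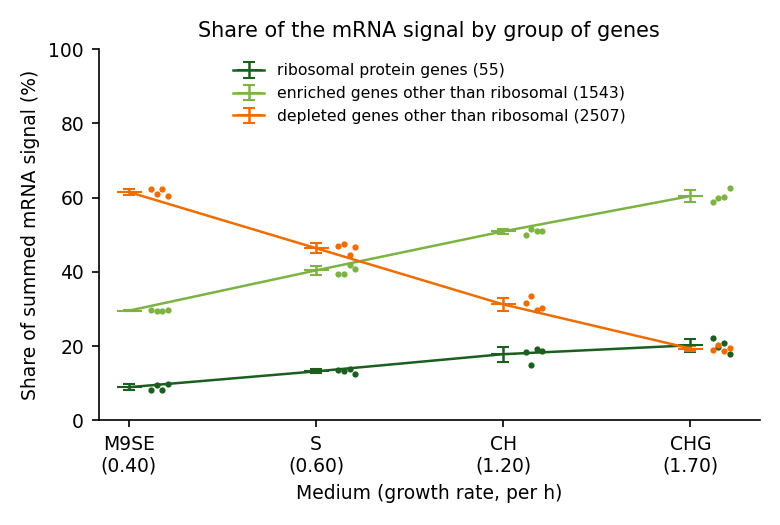
Share of the summed gene signal (percent) in each medium for ribosomal protein genes, the other enriched genes and the other depleted genes. Points are single arrays and lines join the means, with bars for the SD of 4 arrays. The other enriched genes hold 29.5% in M9SE and 60.4% in CHG.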

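Genes of the translation machinery rose together between M9SE and CHG. The 55 measured ribosomal protein genes held 8.93% ± 0.835 (SD, n = 4) of the summed signal in M9SE, 13.2% ± 0.540 in S, 17.8% ± 1.97 in CH and 20.2% ± 1.80 in CHG, 2.27 times the M9SE share (two-sided exact permutation test, p = 0.029). Within the 4 slides that hold both media, this ratio was 2.17 to 2.43. Of these 55 genes, 52 rose in the spike-in scaled values, with a median log2 fold change of 1.26, among them rpmJ (1.60, standard error 0.18, adjusted p = 8.2e-08 from limma) and rpsP (1.59, standard error 0.11, adjusted p = 7.1e-11). Of the genes that did not rise, rpmEB and rpsNB encode zinc-independent paralogs of other ribosomal proteins and rpmGB is a paralog of a large-subunit protein. The log2 fold change of rpmEB was -1.40 (adjusted p = 4.3e-07), that of rpmGB -0.38 (adjusted p = 0.020) and that of rpsNB 0.07 (adjusted p = 0.79). With quantile normalization, rpmEB was at 0.44 (adjusted p = 0.0682) and rpmGB at 0.26 (adjusted p = 0.0723), and rpsNB rose by 1.86. All 21 aminoacyl-tRNA synthetases rose, with a median of 1.13, among them leuS (1.63) and serS (1.61). All 11 translation factors rose, with a median of 0.94, among them frr, the ribosome recycling factor (1.47, standard error 0.12, adjusted p = 1.6e-09), and infA, initiation factor IF-1 (1.40). tufA, elongation factor Tu, had a log2 signal of 17.42 ± 0.10 (SD, n = 4) in CHG and 16.53 ± 0.17 (SD, n = 4) in M9SE, a change of 0.89 (standard error 0.12, adjusted p = 1.4e-06) that quantile normalization reduced to 0.03. Of 9 genes of RNA polymerase and its elongation factors, 8 rose, with a median of 1.05, among them rpoA (1.43), and sigA did not pass the test. For these lists, camera at its preset correlation gave adjusted p = 2.1e-12 for the ribosomal proteins, 4.3e-07 for the synthetases, 1.8e-04 for the translation factors (0.0601 with quantile normalization) and 0.0019 for RNA polymerase (0.0989 with quantile normalization), and adjusted p = 0.417 for each with an estimated correlation.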

Several unregulated (constitutive) genes fell into either of the two groups (Fig EV1G). 

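The share of the 4 genes fbaA, gcaD, zwf and pgi in the summed signal rose from M9SE to CHG. fbaA (BSU37120), fructose-bisphosphate aldolase, lies from 3808512 to 3809369 in assembly ASM904v1 of the reference strain, gcaD (BSU00500), which makes UDP-N-acetylglucosamine, from 56352 to 57722, zwf (BSU23850), glucose-6-phosphate dehydrogenase, from 2479156 to 2480625, and pgi (BSU31350), phosphoglucose isomerase, from 3220731 to 3222083. The share in CHG was 1.62 times that in M9SE for fbaA, 2.95 times for gcaD, 1.31 times for zwf and 1.41 times for pgi (two-sided exact permutation test, p = 0.029 for each), and each gene fell into the enriched group. The log2 signal of fbaA was 16.53 ± 0.06 (SD, n = 4) in CHG and 15.73 ± 0.09 (SD, n = 4) in M9SE, a log2 fold change of 0.80 (standard error 0.10, adjusted p = 5.6e-07 from limma). gcaD rose by 1.66 (standard error 0.14, adjusted p = 2.0e-09), zwf by 0.49 (standard error 0.13, adjusted p = 0.0017) and pgi by 0.60 (standard error 0.14, adjusted p = 0.00063). With no scaling, zwf was at 0.36 (adjusted p = 0.274) and pgi at 0.48 (adjusted p = 0.151). As a list, the 4 genes had a median of 0.70 (camera at its preset correlation, adjusted p = 0.0360, 0.276 with quantile normalization, and adjusted p = 0.451 with an estimated correlation). From S to CH, gcaD rose by 1.41, pgi by 0.96 and fbaA by 0.74, the last of which quantile normalization reduced to 0.06, while zwf was at 0.23 (adjusted p = 0.10) and at -0.12 with scaling to the summed signal. From M9SE to S, limma called 0 of the 4 genes (0 at an unadjusted p under 0.05), with 0.21 for fbaA, 0.28 for gcaD, 0.22 for zwf and 0.12 for pgi, while fbaA, gcaD and zwf passed with scaling to the 75th percentile and pgi with quantile normalization. From CH to CHG, fbaA was at -0.15 (0.23 with scaling to the 75th percentile), gcaD at -0.03 (0.35 with the same scaling), zwf at 0.03 (-0.15 with no scaling) and pgi at -0.47 (adjusted p = 0.0087, past the test in no other scaling).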

Taken together, these results reveal a global, growth rate‐dependent reorganization of the transcriptome (Fig 1E) and are consistent with the global regulation of the transcription machinery (Bremer & Dennis, 2008; Klumpp & Hwa, 2008; Gerosa *et al*, 2013).

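The step from M9SE to S raised genes of zinc uptake, sugar use and nucleotide synthesis, and lowered spore genes and genes for other carbon sources. zinU (BSU03360), a putative zinc metallochaperone, had a log2 signal of 15.88 ± 0.40 (SD, n = 4) in S and 5.40 ± 0.22 (SD, n = 4) in M9SE, and with signals under the limit set to it was at least 1065-fold higher in S (adjusted p = 2.0e-16 from limma). The other largest fitted increases were those of yciB (at least 213-fold), folEB, a zinc-independent GTP cyclohydrolase (at least 180-fold), rpsNB, a zinc-independent ribosomal protein (7.28), and zinT, a putative zinc-binding lipoprotein (at least 123-fold). All 9 genes of a list of zinc uptake and Zur-repressed genes, written after these values were seen, rose, with a median of 6.94 (7.82 with quantile normalization; camera at its preset correlation, adjusted p = 2.1e-13, and adjusted p = 0.0161 with an estimated correlation). The largest fitted decreases were those of ypzD (at least 118-fold lower), yurS (-7.57), cgeB (-7.34), spoVIF (-7.26) and sspG (-7.25). Of the 16 SigK genes, 15 fell, with a median of -6.02 (adjusted p = 0.0593 with an estimated correlation). Of 15 genes of glycolysis and pyruvate dehydrogenase, 13 rose (median 1.63), all 15 genes of purine biosynthesis rose (1.02), and 40 of 55 ribosomal protein genes rose (0.55). Of 49 genes for secondary carbon sources, 45 fell (median -2.11, or -1.39 with quantile normalization; 45 fell and 1 rose when adjusted over the list alone), and all 17 competence genes fell (-1.35). For these groups camera gave, at its preset correlation, adjusted p = 2.7e-08 for glycolysis, 1.4e-06 for purine biosynthesis, 2.2e-09 for ribosomal proteins, 2.1e-11 for secondary carbon sources and 1.7e-04 for competence. With an estimated correlation, adjusted p = 0.586 for competence and 0.536 for the others. In all, 2455 genes passed the test, 980 higher and 1475 lower in S. Of the changed genes, 39.9% were higher, against 67.5% with quantile normalization and 16.0% with no scaling. The median over all genes was -0.05, and 0.34 with quantile normalization. Within the 3 slides that hold both media, 99.3% to 99.6% of the changed genes, which were called on these same arrays, had the same direction.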

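The step from S to CH raised genes for gluconeogenesis and other carbon sources, and lowered genes that make amino acids. gapB, the gluconeogenic glyceraldehyde-3-phosphate dehydrogenase, had a log2 signal of 16.87 ± 0.21 (SD, n = 4) in CH and 8.70 ± 0.12 (SD, n = 4) in S, a log2 fold change of 8.17. The genes of the ribose transporter followed, with 7.76 for rbsC, 7.69 for rbsA and 7.64 for rbsB, and glpQA, a glycerophosphodiester phosphodiesterase, with 7.02. All 49 genes for secondary carbon sources rose (median 2.57, or 2.33 with signals under the limit set to it), as did all 3 genes of gluconeogenesis (6.34), all 9 of ATP synthase (1.46), 11 of 12 of the tricarboxylic acid cycle (0.77, or 0.18 with quantile normalization) and 52 of 55 ribosomal protein genes (0.81, or 0.24 with it). In this order, camera at its preset correlation gave adjusted p = 3.9e-14, 0.0105, 0.0037, 0.0228 and 1.6e-04, and adjusted p = 0.423, 0.423, 0.656, 0.656 and 0.656 with an estimated correlation. Of 58 genes of amino acid biosynthesis, 39 fell and 6 rose (median -2.61), or 40 and 6 when adjusted over the list alone. All 17 genes of competence (-4.11) and all 23 of antimicrobial peptides and surfactin (-2.26) fell. For amino acid biosynthesis, competence and the antimicrobial peptides, camera at its preset correlation gave adjusted p = 2.4e-12, 5.8e-11 and 1.0e-09, and adjusted p = 0.423 for each with an estimated correlation. The largest fitted decreases were those of zinU, at least 1044-fold lower with signals under the limit set to it, yciB (at least 208-fold), folEB (at least 174-fold), frlN (at least 83.7-fold) and spoIIID, a regulator of the mother cell (at least 112-fold). In all, 3124 genes passed the test, 1910 higher and 1214 lower in CH, so that 61.1% were higher, against 44.4% with scaling to the summed signal. The median over all genes was 0.26, and -0.10 with scaling to the summed signal. Within the 2 slides that hold both media, 99.5% to 99.8% of the changed genes, which were called on these same arrays, had the same direction.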

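The step from CH to CHG, which differ by glucose, lowered genes of gluconeogenesis, other carbon sources and the tricarboxylic acid cycle. rocA, an enzyme of arginine and proline breakdown, had a log2 signal of 7.20 ± 0.09 (SD, n = 4) in CHG and 15.54 ± 0.09 (SD, n = 4) in CH, a log2 fold change of -8.35 (standard error 0.11, adjusted p = 1.1e-20 from limma). rocB of the same pathway, with a probe above background on 1 of 4 CHG arrays, was at least 102-fold lower, and rocG, glutamate dehydrogenase, changed by -7.38, gapB by -7.82 and rbsB by -6.73. The largest increases were those of gltA (4.66) and gltB (4.50), the subunits of glutamate synthase, alsS (4.64), ptsG (4.31) and pftB (4.10). Of 49 genes for secondary carbon sources, 46 fell (median -2.47, or -1.70 with quantile normalization), or 48 when adjusted over the list alone. All 12 genes of the tricarboxylic acid cycle fell (median -1.69), among them citB, aconitase (-3.37), and citZ (-2.37), as did all 3 genes of gluconeogenesis (-5.88, or -5.04 with quantile normalization), among them pckA (-5.88), and all 9 genes of ATP synthase (-1.31), among them atpI (-1.60). With camera at its preset correlation, adjusted p = 1.7e-20 for secondary carbon sources, 7.8e-08 for the tricarboxylic acid cycle, 6.1e-04 for gluconeogenesis and 0.0010 for ATP synthase. With an estimated correlation, adjusted p = 0.562 for ATP synthase and 0.373 for the others. Of 55 ribosomal protein genes, limma called 0 (1 at an unadjusted p under 0.05), with a median of -0.07 that is positive with scaling to the 75th percentile (0.31), to the summed signal (0.20) and by quantile normalization (0.15). In all, 2059 genes passed the test, 272 higher and 1787 lower in CHG, so that 13.2% were higher, against 55.3% with scaling to the 75th percentile, 43.6% to the summed signal and 65.0% with quantile normalization. The median over all genes was -0.30, and 0.08, -0.02 and 0.16 in these scalings. Within the 2 slides that hold both media, 99.2% to 99.3% of the changed genes, which were called on these same arrays, had the same direction. The other list counts given for the 3 steps were the same when adjusted over the list alone. From the shift of the transcriptome between enriched and depleted transcripts (Fig 1E), the paper concludes that the transcriptome is reorganised globally with growth rate, and it relates this to the global regulation of the transcription machinery.

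**Figure D2:**
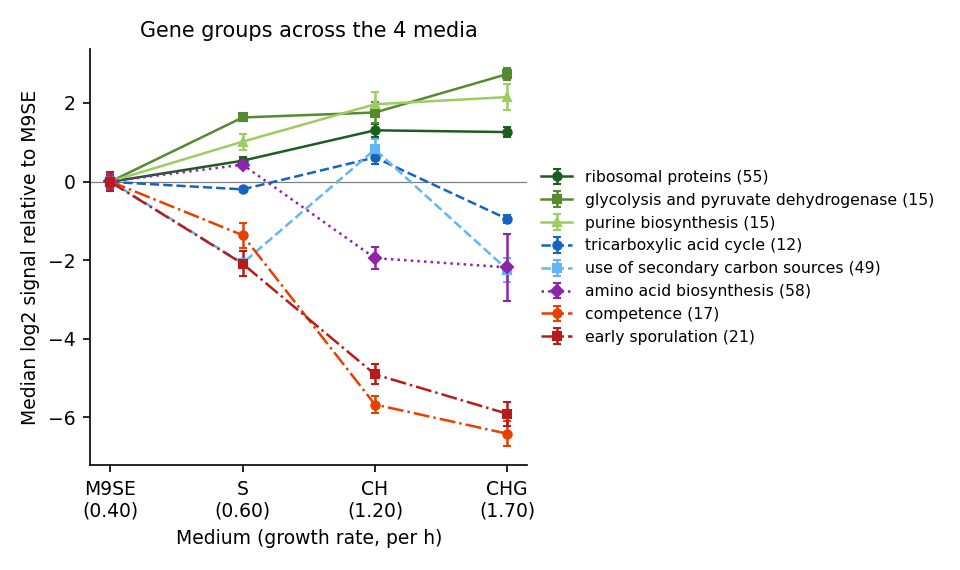
Median log2 signal of 8 gene lists in each medium relative to M9SE, with bars for the SD of 4 arrays. Glycolysis and purine biosynthesis lie above M9SE in each other medium, competence and early sporulation lie below it, and secondary carbon sources rise in CH (2.57 over S) and fall in CHG (-2.47 over CH).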

### Growth‐rate dependence of the bacterial translation efficiency

In this work, we aimed at experimentally determining the transcript‐specific translation efficiency across growth conditions. The transcript‐specific translation efficiency ($\lambda_{i}$ in h^−1^) is defined as the number of proteins produced per mRNA per hour, that is $\lambda_{i}=\frac{\mu P_{i}}{m_{i}}$ (Bremer & Dennis, 2008). In order to accurately estimate the translation efficiency, we determined the abundance of a the stable variant of the green fluorescent protein (GFPmut3 (Botella *et al*, 2010)) at various growth rates in *B. subtilis* strains carrying *gfpmut3* under the control of the promoter and translation initiation region (TIR) of the constitutive *fbaA* gene at the *fbaA* genomic locus (^*fbaA*^TIR_*fbaA*_ *gfp*, Table 1). GFP abundance from the ^*fbaA*^TIR_*fba*_ *gfp*‐reporter strain exhibited a fivefold decline from slow to fast growth (Fig 2A). In order to systematically correct for possible differential stability between the ^*fbaA*^TIR_*fbaA*_ *gfp* mRNA and the *fbaA* mRNA (Fig 2B) across growth conditions, we assessed the growth rate‐dependent variation in ^*fbaA*^TIR_*fbaA*_ *gfp* mRNA abundance by quantitative PCR (qPCR, Appendix section 1.5). The ^*fbaA*^TIR_*fbaA*_ *gfp* transcript was slightly less stable than the *fbaA* transcript, in a growth rate‐dependent manner (Fig 2C). Combining total mRNA quantification and qPCR‐corrected transcriptome data, we then deduced that the translation efficiency of the ^*fbaA*^TIR_*fbaA*_ *gfp* construct decreased fourfold from slow to fast growth (Fig 2D). 

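The transcript of fbaA, whose promoter and translation initiation region drive the reporter, rose more from M9SE to CHG than the growth rate did. The reporter's efficiency, deduced from it with the paper's qPCR and GFP values, was lower in CHG than in M9SE and lowest in CH. For the fbaA-driven gfp transcript, the paper's qPCR table (42 values) gave a third-order fit in which gfp relative to fbaA in M9SE was 1.25 times that in S, 1.92 times that in CH and 2.49 times that in CHG. GFP abundance, from a third-order fit to the paper's 333 values, in M9SE was 1.50 times that in S, 3.55 times that in CH and 3.84 times that in CHG. With fbaA abundance from the arrays, the translation efficiency of the fbaA reporter, which is growth rate times GFP abundance over gfp mRNA abundance, was in M9SE 1.41 ± 0.110 (SD of the ratio, n = 4) times that in S, 3.66 ± 0.384 times that in CH and 2.77 ± 0.198 times that in CHG. With a second-order fit to the qPCR values of gfp over fbaA, these ratios were 1.45, 3.39 and 2.92. The errors hold the spread of fbaA between arrays alone, since the GFP and qPCR fits are the paper's values without a separate error here.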

We concluded that the resulting protein abundance decreased with increasing growth rate (from 0.4 to 1.7 h^−1^), due equally to growth‐related dilution (~fourfold) and to a decrease in the growth rate‐dependent translation efficiency (~fourfold).

**Table 1:** Strains and translation initiation regions (TIRs) used in this study

Strains^a^		Genetic sequence upstream of the reporter gene (if relevant)					
Name^f^	Explicit naming ^Promoter^TIR_5′UTR_ * reporter*	Promoter	Upstream 5′ UTR^b^	Pre‐sequence	RBS^c^	AR^d^	IC^e^
OB01	–	–	–	–	–	–	–
OB02	^*fbaA*^TIR_0_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG AGG	TGA TCC A	ATG
OB11	^*fbaA*^TIR_*short*_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG AGG	AAC TAC T	ATG
OB04	^*fbaA*^TIR_*fbaA*_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG AGG	ACA TTC GAC	ATG
OB06	^*fbaA*^TIR_4_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG AGG	ACA TTC GAC	GTG
OB10	^*fbaA*^TIR_8_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG AGG	GGG TTC GAC	ATG
OB03	^*fbaA*^TIR_*modif1*_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG AGG	TGA TCC AGT	ATG
OB08	^*fbaA*^TIR_6_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG GGG	ACA TTC GAC	GTG
OB05	^*fbaA*^TIR_*modif2*_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG GGG	ACA TTC GAC	ATG
OB07	^*fbaA*^TIR_5_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG GGG	ACA TTC GAC	TTG
OB09	^*fbaA*^TIR_7_ *gfp*	*fbaA*	GGA…88bp…ACA	G GTG GGA	AGG GCG	ACA TTC GAC	GTG
OB12	^*hs*^TIR_0_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG AGG	TGA TCC A	ATG
OB21	^*hs*^TIR_*short*_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG AGG	AAC TAC T	ATG
OB14	^*hs*^TIR_*fbaA*_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG AGG	ACA TTC GAC	ATG
OB16	^*hs*^TIR_4_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG AGG	ACA TTC GAC	GTG
OB20	^*hs*^TIR_8_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG AGG	GGG TTC GAC	ATG
OB13	^*hs*^TIR_*modif1*_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG AGG	TGA TCC AGT	ATG
OB18	^*hs*^TIR_6_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG GGG	ACA TTC GAC	GTG
OB15	^*hs*^TIR_*modif2*_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG GGG	ACA TTC GAC	ATG
OB17	^*hs*^TIR_5_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG GGG	ACA TTC GAC	TTG
OB19	^*hs*^TIR_7_ *gfp*	*hyperspank*	TAA…16bp…ATT	G GTG GGA	AGG GCG	ACA TTC GAC	GTG

a Strains were constructed as indicated in Appendix Table S3.

b The sequence upstream of the pre‐sequence depends on the promoter sequence (P_*fbaA*_ or P_*hs*_).

c RBS, ribosome‐binding site.

d AR, Accommodation region. The sequence and length of the accommodation region affect ribosomal positioning onto the initiation codon.

e IC, Initiation codon.

f Name of the *B. subtilis* strains which contain the GFP under control of the described TIR.

**Figure 2:**
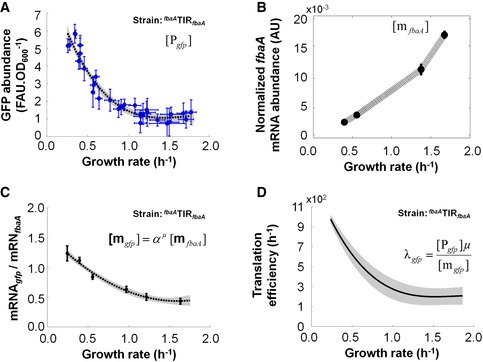
Protein abundance and translation efficiency of ^*fbaA*^TIR_*fbaA*_ drop at fast growth Blue dots represent the GFP abundance in different growth conditions (average of 12 technical replicates); the 95% confidence intervals are given as horizontal and vertical bars. Data were fit with a third‐order polynomial (dashed line), and the 95% confidence interval of the fit is shown in grey.Normalized *fbaA* transcript abundance (i.e. proportion of *fbaA* transcript within total mRNA × normalized total mRNA abundance from Fig 1D).Relative abundance (measured by qPCR) of the *gfp* mRNA to the endogenous *fbaA* mRNA in strain ^*fbaA*^TIR_*fbaA*_ as a function of the growth rate. Filled circles are the mean of eight replicates in one medium; the 95% confidence intervals are depicted as bars. Data are fit with a third‐order polynomial (dashed line), and the 95% confidence interval of the fit is shown in grey.Deduced translation efficiency (h^−1^) of the ^*fbaA*^TIR_*fbaA*_ construct as a function of the growth rate. Note that translation efficiency in h^−1^ is a slight abuse of notation since we divided protein abundance (in FAU.OD_600_^−1^) by the normalized transcript abundance (AU, quantity.OD_600_^−1^). The 95% confidence interval is shown in grey. The corresponding datasets can be found in [Link], [Link].

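The mRNA of fbaA, an enzyme of glycolysis and gluconeogenesis, was more abundant in each faster medium. Its abundance, as the share of fbaA in the summed signal times total mRNA abundance, (‰, with total mRNA in M9SE set to 1) was 2.23 ± 0.135 (SD, n = 4) in M9SE, 3.93 ± 0.194 in S, 13.3 ± 1.14 in CH and 16.99 ± 0.657 in CHG. Over M9SE, this is a ratio of 1.76 ± 0.137 in S, 5.95 ± 0.624 in CH and 7.60 ± 0.544 in CHG. Over the same media, from M9SE to CHG, gcaD abundance went from 0.365‰ to 5.05‰ (13.8 ± 2.82 times), zwf from 0.428‰ to 2.63‰ (6.13 ± 0.802 times) and pgi from 0.185‰ to 1.23‰ (6.65 ± 1.29 times). These errors hold the spread between arrays and leave out the error of the total RNA fit.

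**Figure D3:**
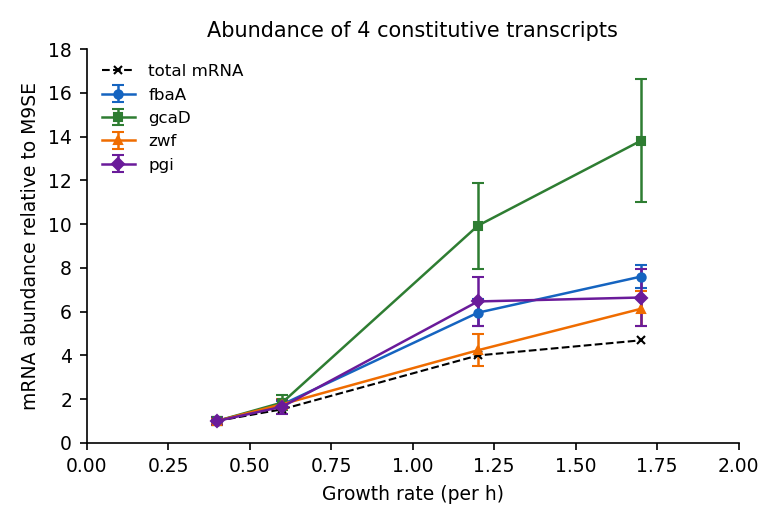
Abundance of fbaA, gcaD, zwf and pgi mRNA over its M9SE mean against growth rate (per h), with bars for the SD of 4 arrays and a dashed line for total mRNA. Each gene lies above total mRNA at 1.70 per h, from 6.13 for zwf to 13.8 for gcaD.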

### Translation initiation regions trigger different translation efficiency's growth‐rate dependencies, and consequently differential growth rate‐dependent protein production

Since the translation efficiency of a given transcript also depends on the genetic sequence of its translation initiation region (TIR (Vellanoweth & Rabinowitz, 1992)), we wondered whether the same constitutive protein expressed under the control of different TIRs may exhibit a variety of growth‐rate dependencies. We therefore constructed a series of *gfp*‐reporter strains combining one of the two promoters, P_*fbaA*_ and P_*hs*_ (a synthetic, isopropyl β‐D‐1‐thiogalactopyranoside (IPTG)‐inducible promoter) with one of eight additional synthetic translation initiation regions (TIRs, Table 1). The synthetic TIRs were derived from the natural TIR of *fbaA* (TIR_*fbaA*_) by introducing point mutations into the RBS, the accommodation region of the ribosome, and/or changing both the sequence and the size of the accommodation region and modifying the start codon (Table 1). The synthetic TIRs were then inserted downstream of either the promoter and 5′UTR of *fbaA* (^*fbaA*^TIR) or the promoter and 5′UTR of the artificial P_*hs*_ (^*hs*^TIR). For each synthetic strain, mRNAs were extracted from cells grown at various growth rates and qPCRs were performed to correct for the stability differences between the various synthetic transcripts (Appendix section 1.5; Fig EV2A–D). We next quantified in media supporting growth rates ranging from 0.25 to 1.70 h^−1^ the GFP abundances of 6 strains, which exhibited significantly dissimilar gene expression profiles with respect to the growth rate (^*fbaA*^TIR_*fbaA*_ *gfp*, ^*fbaA*^TIR_*short*_ *gfp*, ^*fbaA*^TIR_0_ *gfp*, ^*fbaA*^TIR_*modif1*_ *gfp*, ^*fbaA*^TIR_*modif2*_ *gfp* and ^*hs*^TIR_0_ *gfp*; Figs 3A and EV2E and F, Appendix Table S1, Dataset EV2) and computed the ratios of the TIR‐specific translation efficiencies. Hence, we performed minimization of mean‐square‐error‐based estimation of the ratios of the translation efficiencies for every pair of strains (12 technical replicates *2 biological replicates, i.e. 24 replicates) grown under identical conditions (Appendix sections 3.1 and 3.2). The ratio of translation efficiencies between strains ^*fbaA*^TIR_*modif1*_ *gfp* and ^*fbaA*^TIR_*short*_ *gfp* approximately doubled from 0.3 to 1.5 h^−1^ (Fig 3B), indicating that the number of proteins produced per mRNA and per hour for these two synthetic constructs differently varies with growth rate as a result of only single point mutations in the TIR. We also observed a slight (1.3‐fold) increase in the ratio of translation efficiencies between strains ^*fbaA*^TIR_*modif1*_ *gfp* and ^*fbaA*^TIR_*fbaA*_ *gfp* from 0.30 to 1.2 h^−1^, which remained invariant thereafter (Fig 3C). Conversely, ratios of translation efficiencies between three other strains remained constant (Fig EV2G and H). Altogether, it indicated that the growth‐rate dependency of the translation efficiency depends on the sequence of the translation initiation region.

**Figure EV2:**
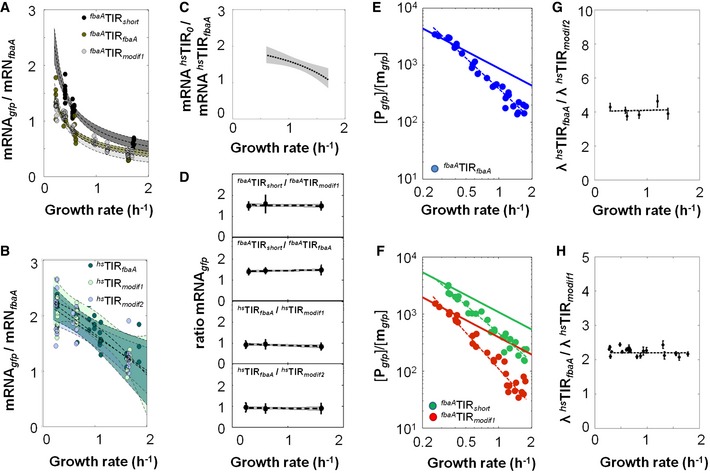
Relative abundance of the *gfp* mRNA expressed under the control of the P_*fbaA*_ or P_*hs*_ promoters as function of the growth rate and the resulting ratios of translation efficiencies A, BRelative abundance (qPCR) of the *gfp* mRNA to the natural *fbaA* mRNA in the different strains as function of the growth rate. Filled‐in circles correspond to 8 replicates per medium. Data are fit with a third‐degree polynomial (dashed line) and the 95% confidence bands are given by the coloured area.CThe *gfp* mRNA produced by the ^*hs*^TIR_0_ construct exhibits a differential stability with increasing growth rate as compared to that of ^*hs*^TIR_*fbaA*_, the 95% confidence bounds is given as bar and the data are fit with a third‐degree polynomial polynomial (dashed line).DRatios between the relative abundance of *gfp* mRNAs from the different strains and that of the ^*fbaA*^TIR_*fbaA*_ strain are invariant with growth rate. Filled‐in circles are the mean of the 8 replicates (from panel A) per medium; the 95% confidence bounds are given as bars and the data are fit with first‐degree polynomial (dashed line).E
$\log_{10}\left(\frac{\left[P_{gfp}\right]}{\left[m_{gfp}\right]}\right)$ as a function of $\log_{10}\left(\mu \right)$ for the ^*fbaA*^TIR_*fbaA*_ strain (in blue) using the dataset plotted on Fig 2 and linearly fitted (dashed line). The straight line has a slope of −1 and indicates a linear dependency to μ^−1^.F
$\log_{10}\left(\frac{\left[P_{gfp}\right]}{\left[m_{gfp}\right]}\right)$as a function of $\log_{10}\left(\mu \right)$ for the ^*fbaA*^TIR_*modif1*_ and ^*fbaA*^TIR_*short*_ (in red and green, respectively) using the dataset plotted in Fig 3 and linearly fitted (dashed lines). The straight line has a slope of ‐1 and indicates a linear dependency to μ^−1^.G, HThe black dots represent ratios of translation efficiencies (λ) between two strains (^*hs*^TIR_*fbaA*_ *gfp* vs. ^*hs*^TIR_*modif2*_ *gfp* on panel G; ^*hs*^TIR_*fbaA*_ *gfp* vs. ^*hs*^TIR _*modif1*_ *gfp* on panel H) and 95% of confidence is given as vertical bars. The dashed curves are computed using the parameters estimated on Fig 4. The corresponding datasets can be found in Dataset EV2.

**Figure 3:**
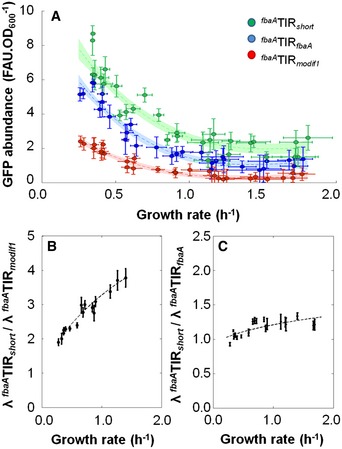
Nonlinear translation efficiencies entail differential drops in protein abundances with increasing growth rate ACircles represent the GFP abundance (in fluorescence arbitrary units by optical density units: FAU.OD_600_^−1^) measured during exponential growth for 12 replicates at a given growth rate for constructs ^*fbaA*^TIR_*fbaA*_ *gfp*, ^*fbaA*^TIR_*modif1*_ *gfp* and ^*fbaA*^TIR_*short*_ *gfp*. The GFP levels were fit with a third‐degree polynomial (dashed line); 95% confidence intervals are given in the coloured areas.B, CBlack dots represent the ratio of the GFP abundance after correction of the different mRNA stability by qPCR (i.e. ratio of translation efficiencies, λ) between two strains (^*fbaA*^TIR_*short*_ *gfp* vs. ^*fbaA*^TIR_*modif1*_ *gfp* in panel B; ^*fbaA*^TIR_*short*_ *gfp* vs. ^*fbaA*^TIR_*fbaA*_ *gfp* in panel C) and the 95% confidence intervals are given as vertical bars (see Appendix section 3.1). The dashed curves are computed using the parameters estimated on Fig 4. The corresponding datasets can be found in Dataset EV2.

### Experiment‐based estimation of the translation efficiency parameters of the library of synthetic reporter fusions

Mathematical models of protein production that can handle a transcript‐specific, growth rate‐dependent translation efficiency (Appendix section 2.5) have previously been proposed (Kremling, 2007; Tadmor & Tlusty, 2008)). What we above defined as the translation efficiency is represented in these models by a Michaelis–Menten rate law, that is $\lambda_{i}=\frac{K_{1i}\left[R_{free}\right]}{K_{2i}+\left[R_{free}\right]}$ with two transcript‐specific $K_{1i}$ and $K_{2i}$ constants, and where *R*_*free*_ (*free* ribosome) abundance corresponds to the fraction of ribosomes ready to initiate translation (Kremling, 2007; Bremer & Dennis, 2008; Klumpp *et al*, 2009). According to a Michaelis–Menten‐type translation initiation model, a drop in translation efficiency implies that *R*_*free*_ abundance decreases with increasing growth rate. We therefore made use of the model and solved a constrained optimization problem using the GFP expression profiles from a representative subset of our synthetic strains (Table 1) to precisely infer the model parameters and the *R*_*free*_ relative abundance with increasing growth rate (Appendix section 3.3). The inferred behaviour of *R*_*free*_ abundance exhibited at least a fourfold decrease from slow to fast growth (Fig 4A). A sharp drop occurred between growth rates from 0.25 to 1.2 h^−1^, and *R*_*free*_ abundance reached a plateau thereafter. We also obtained a set of {*K*_1*i*_, *K*_2*i*_} pairs for each construct that enabled us to accurately fit the corresponding GFP abundances (Fig 4B). Interestingly, the *K*_2*i*_ values ranged over 25‐fold (^*fbaA*^TIR_*modif1*_ *gfp* vs. ^*fbaA*^TIR_*short*_ *gfp*), which is the result of only a few point mutations within the accommodation region (Table 1). As a consequence, the translation efficiencies showed various profiles as a function of the growth rate (Fig 4C). The translation efficiency of ^*fbaA*^TIR_*short*_ *gfp* decreased by twofold from slow to fast growth, a behaviour that is clearly explained by a *K*_2*i*_ value (of 0.3) in the range of the *R*_*free*_ abundance variation (from 0.7 down to 0.2; Fig 4A and B). Eventually, when *K*_2*i*_ is very high compared to *R*_*free*_ abundance (*e.g*. ^*fbaA*^TIR_*modif1*_ *gfp*), translation efficiency decreased as much as *R*_*free*_ abundance with increasing growth rate. Altogether, this analysis confirmed that translation efficiency can be entirely represented in the form of a Michaelis–Menten‐like equation as a function of *R*_*free*_ abundance with two TIR‐dependent *K*_1*i*_ and *K*_2*i*_ aggregated constants.

**Figure 4:**
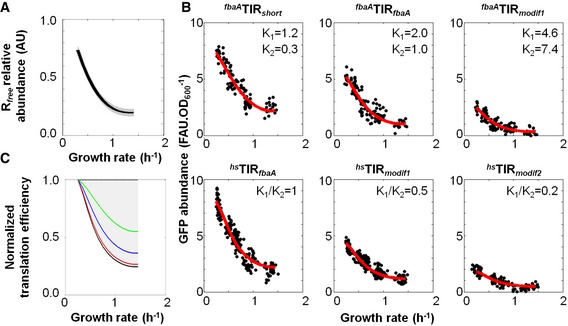
*R*_*free*_ abundance drops at fast growth and results in different TIR‐specific translation efficiencies Inference of *R*_*free*_ abundance. *R*_*free*_ abundance was fit with a third‐order polynomial (black line); the 95% confidence interval is given by the grey area (see Appendix section 3.3).Set of {*K*_1*i*_, *K*_2*i*_} pairs for six synthetic constructs. The three upper plots correspond to synthetic constructs having a translation efficiency as $\lambda_{i}=\frac{K_{1i}\left[R_{free}\right]}{K_{2i}+\left[R_{free}\right]}$ and the three lower plots correspond to synthetic constructs having a translation efficiency as$\lambda_{i}=\frac{K_{1i}}{K_{2i}}\left[R_{free}\right]$, with $K_{2i}$ large as compared to $\left[R_{free}\right]$. The ratio *K*_1_^*hs*TIR*fbaA*^/*K*_2_^*hs*TIR*fbaA*^ was scaled to 1 in order to relatively estimate the entire set of *K*_1*i*_ and *K*_2*i*_ constants (for detailed explanation, see Appendix section 3.3). Red curves represent model‐based fits of GFP abundance quantified in more than 120 cultures for each bacterial strain (black dots).Relative translation efficiencies of the six strains from panel (B) (^*fbaA*^TIR_*fbaA*_ *gfp* in blue, ^*fbaA*^TIR_*modif1*_ *gfp* in red, ^*fbaA*^TIR_*short*_ *gfp* in green and ^*hs*^TIR_*fbaA*_ *gfp*, ^*hs*^TIR_*modif1*_ *gfp* and ^*hs*^TIR_*modif2*_ *gfp* in black). The grey area corresponds to the space of possible translation efficiencies, which is bounded by the translation efficiency when *K*_2*i*_ is much larger than *R*_*free*_ (^*hs*^TIR_*fbaA*_ *gfp*, ^*hs*^TIR_*modif1*_ *gfp* and ^*hs*^TIR_*modif2*_ *gfp*) and when *R*_*free*_ is much larger than *K*_2*i*_ (theoretical values, dashed black line). The corresponding datasets can be found in Dataset EV2.

### Exploration of the variety of translation efficiency's growth‐rate dependencies in *B. subtilis* using proteomic datasets

We wondered how representative of variation among endogenous *B. subtilis* transcripts are the TIR variants we constructed. We therefore explored the variety of translation efficiency's growth‐rate dependencies by combining the above computational approach, and quantitative transcriptome (this work) and proteome datasets obtained from identical growth conditions we recently published in Muntel *et al* (2014) and in Goelzer *et al* (2015). We estimated the *K*_1*i*_ and *K*_2*i*_ constants associated with each gene for which the cognate protein has been detected and correctly quantified in at least three growth conditions (*i.e*. 1,002 proteins; Appendix section 3.4 and Dataset EV3). This analysis led us to partition the transcriptome into three classes of transcripts: *R*_*free*_‐saturated, *R*_*free*_‐unsaturated and *R*_*free*_‐undersaturated (Fig 5A). Two‐hundred and twenty‐three transcripts (*R*_*free*_‐saturated) exhibited invariant translation efficiencies (*i.e*. independent of the variation in the *free* ribosome abundance: *K*_2*i*_ ≪ *R*_*free*_; Fig EV3A; Dataset EV3). Six hundred and ninety‐eight transcripts (*R*_*free*_‐unsaturated) exhibited translation efficiencies that nonlinearly depend on *free* ribosome abundance (with *K*_2*i*_ values in the range of *R*_*free*_ abundance). The two transcript‐specific *K*_1*i*_ and *K*_2*i*_ aggregated constants were weakly correlated (ρ^Pearson^ = 0.60; ρ^Spearman^ = 0.56; Fig 5A; Dataset EV3). Finally, 81 transcripts (*R*_*free*_‐undersaturated) exhibited translation efficiencies that dropped with increasing growth rate proportionally to the *free* ribosome abundance (*K*_2*i*_ ≫ *R*_*free*_) with $\frac{K_{1i}}{K_{2i}}$ values spanning over several order of magnitude (Fig EV3B; Dataset EV3).

**Figure 5:**
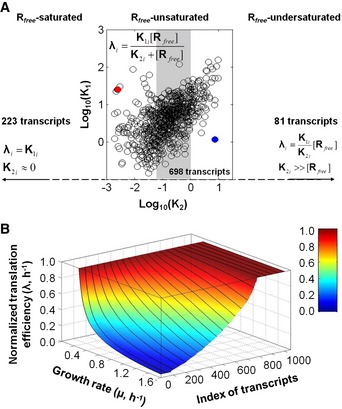
Genome‐wide estimation of {*K*_1*i*_, *K*_2*i*_} pairs and of over a thousands of growth rate‐dependent, gene‐specific translation efficiencies in *B. subtilis* Plot of the values of *K*_1*i*_ (in log_10_) vs. *K*_2*i*_ (in log_10_) for each of the 698 transcripts (*i*), denoted *R*_*free*_‐unsaturated, for which translation efficiencies were in the form of a Michaelis–Menten‐type rate law. For illustration purpose, filled‐in circles correspond to the *tufA* (in red) and *sdpC* (in blue) transcripts. The grey area represents the variation in *R*_*free*_ (Fig EV3C). 223 transcripts, denoted *R*_*free*_‐saturated, exhibited a constant translation efficiency (*i.e. K*_2*i*_ ˜ 0, Fig EV3A) and 81 transcripts, denoted *R*_*free*_‐undersaturated, exhibited a linear relationship between their translation efficiencies and *R*_*free*_ (*i.e. K*_2*i*_ &gg; *R*_*free*_, Fig EV3B).Gene‐specific, growth rate‐dependent translation efficiencies estimated for 1,002 transcripts (*i*, index of transcripts) and normalized to the growth‐rate point 0.25 h^−1^ (colour bar and *z*‐axis). The plain lines separate transcripts by groups of fifty. The list of the transcripts corresponding to each panel can be found in Dataset EV3.

**Figure EV3:**
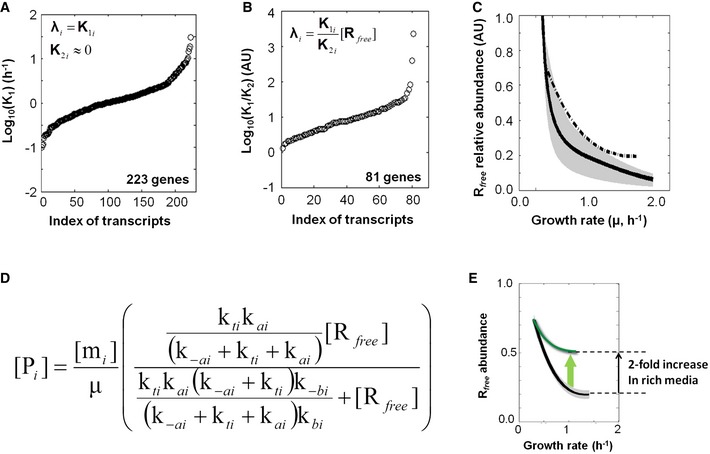
Genome‐wide estimation of the {*K*_1*i*_, *K*_2*i*_} pairs of each transcript and of *free* ribosome in *B. subtilis* using transcriptome and proteome datasets and a Michaelis–Menten‐type rate law Plot of the *K*_1*i*_ (in log_10_) of each of the 223 transcripts (*i*, index of transcripts) that exhibited a constant translation efficiency (*R*_*free*_‐saturated).Plot of the values of *K*_1*i*_/*K*_2*i*_ ratio (in log_10_) of each of the 81 transcripts (*i*, index of transcripts) that exhibited a linear relationship between their translation efficiencies and *R*_*free*_ (*R*_*free*_‐undersaturated).Inference of *R*_*free*_ abundance from the genome‐wide proteome and transcriptome datasets (black line); the 95% confidence interval is given by the grey area (see Appendix section 3.4). The *free* ribosome abundance at slow growth was assigned a value of 1.0 and *free* ribosome abundance in other conditions is reported normalized to this value. The *free* ribosome abundance estimated from the synthetic reporter library is represented with the dashed black line. The list of the transcripts corresponding to panels (A) and (B) can be found in Dataset EV3.Complete model of protein (P_i_) production derived from Fig 7A, with the translation efficiency in parentheses (for more detail, see Appendix section 2).Putative *R*_*free*_ abundance variation with respect to the addition of a translation inhibitor. The *R*_*free*_ abundance in media with 1 mg ml^−1^ tetracycline (green line) compared with *R*_*free*_ abundance in media without tetracycline (black line).

The structural determinants at the ribosome‐binding sites are key determinants for the recruitment of the initiation complex onto the mRNA (Milon *et al*, 2012). We therefore wondered whether by higher recruitment of the translation initiation complex, a long 5′UTR may be correlated with low *K*_2*i*_ values. In *B. subtilis*, one‐fourth (157) over barely 600 mapped transcription starts are over 80 nucleotides upstream the coding sequence (Irnov *et al*, 2010). The *K*_2*i*_ values of the 71 long 5′UTR messengers identified by our analysis (over the 157 long 5′UTR messengers known so far) were not significantly over‐represented in any of the three classes of transcripts (Fig 5A and Dataset EV3). This analysis suggested that long 5′UTR is not the only molecular determinant for the growth rate‐dependent regulator‐independent global regulation of translation.

We eventually (re)inferred the variation in *R*_*free*_ abundance using this extended dataset (Fig EV3C) and obtained, as expected, a relative drop in *R*_*free*_ abundance slightly larger than that obtained using the *gfp*‐reporter strains from the synthetic library (see Appendix section 3.4). As shown in Fig 5B, the normalized translation efficiencies for the 1,002 transcripts therefore exhibited various growth‐rate dependencies (from invariance to drop). Although we do not exclude the occurrence of a few growth condition‐specific post‐transcriptional regulation and/or degradation for a subset of proteins, our results demonstrated that *B. subtilis* extensively makes use of the newly identified regulator‐independent mode of regulation.

### Structural sensitivity of the global regulation of translation with respect to perturbations

We next wondered whether structurally disturbing the global regulation of translation would affect the translation efficiencies across growth conditions or whether there exists an unknown feedback regulation (most probably acting on *free* ribosome) that would rectify protein production with respect to the rate of growth (Klumpp *et al*, 2009). A straightforward approach to alter the translation process is to use translation inhibitors. When either chloramphenicol or tetracycline was added to the growth medium, Scott *et al* (2010) observed an increase in the total ribosome abundance in *Escherichia coli* to compensate for the inhibition of the elongation phase (Fig 6A). We therefore used tetracycline to disturb the translation process. In the presence of sub‐inhibitory concentrations of tetracycline (0.5 and 1 mg l^−1^), the growth rate was reduced and the ratios between the GFP proteins expressed under the control of ^*fbaA*^TIR_*short*_ *gfp* and ^*fbaA*^TIR_*modif1*_ *gfp* decreased, as compared to the same growth conditions in the absence of antibiotic (Fig 6B). With 1 mg l^−1^ of tetracycline, the ratio between ^*fbaA*^TIR_*short*_ *gfp* and ^*fbaA*^TIR_*modif1*_ *gfp* decreased by 50% in rich medium (CHG) and by 5% in poor medium (M9P; Fig 6B). By contrast, in the presence of 0.5 mg l^−1^ of tetracycline, the ratio only decreased by 25% in rich medium and by 5% in poor medium (Fig 6B). Overall when translation was disturbed in the presence of tetracycline, the ratios between translation efficiencies were significantly altered for all growth rates over 0.4 h^−1^. Altogether, our results indicated that there is no feedback regulation that strictly rectified protein production with respect to the rate of growth, which consequently suggested that the growth‐rate dependency of the global regulation of translation resulted from the variation in a molecular entity related to the total ribosome abundance.

**Figure 6:**
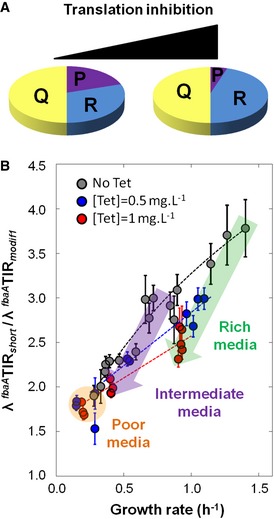
Challenging the structural sensitivity of the global regulation of translation with respect to perturbations Inhibition of the elongation phase results in an increase in total ribosome abundance (modified from Scott *et al*, 2010).Circles represent the ratios of translation efficiencies computed at each growth rate for 12 replicate cultures of the ^*fbaA*^TIR_*modif1*_ *gfp* and ^*fbaA*^TIR_*short*_ *gfp* strains. The dark grey, blue and red dots correspond to the ratios obtained in the presence of 0, 0.5 and 1 mg ml^−1^ tetracycline, respectively. The green and purple arrows overlay the “ratio vs. μ” variations resulting from the addition of tetracycline in rich (CH, CHG) and intermediate (S, TS) media, respectively. The orange area illustrates the little variation in the ratios in poor media (M9SE and M9P). The corresponding datasets can be found in Dataset EV4. The 95% confidence intervals are given as vertical bars.

### An elementary three‐step translation initiation model to explain the different translation efficiency's growth‐rate dependencies

In order to provide a rationale for modelling the translation efficiency in the form of a Michaelis–Menten‐like equation, we developed a mechanistic model of protein production that decomposes translation initiation into three main molecular steps (Fig 7A, Table 2): i) ribosome binding to the mRNA; ii) accommodation of the ribosome to the start codon; and iii) initiation of translation elongation (Tomsic *et al*, 2000; Ramakrishnan, 2002; Milon *et al*, 2012). Translation initiation is then followed by the translation elongation and termination steps. The underlying molecular assumptions for modelling this process are described in the Appendix (sections 2.1 and 2.2). Due to the succession of reversible and irreversible steps (Fig 7A), the mathematical formalization of this elementary three‐step translation initiation process leads to a Michaelis–Menten‐type rate law of the translation efficiency (λ_*i*_) with a limiting molecular entity, the so‐called *free* ribosome abundance ([*R*_*free*_], Fig 7B). Following the common consensus used in the study of Bremer & Dennis, 2008; Klumpp *et al*, 2009; Kremling, 2007; Tadmor & Tlusty, 2008; *R*_*free*_ corresponds hereafter to the translation initiation complex and is composed of the 30S subunit of the ribosome, the initiation factors IF1, IF2 associated with GTP, and IF3, and the initiator tRNA, fMet‐tRNA^fMet^ (30S·mRNA·IFs·GTP·fMet‐tRNA^fMet^; Fig 7A). The complete model (Fig EV3D) can be written in the form of a Michaelis–Menten‐like equation (Fig 7B) using two integrative, growth rate‐independent constants, *K*_1*i*_ and *K*_2*i*_, which are composed of the primary TIR‐dependent constants. It is worth to note that the two integrative constants shared several primary constants (Fig EV3D). Our model encompassed the simplest molecular scenario of the translation process; we nonetheless explored several other scenarios and alternative ribosomal assembly pathways by developing alternative models (Appendix section 2.4). The alternative models gave rise to translation efficiencies in the form of Michaelis–Menten‐like equations except that the two aggregated constants (*K*_1*i*_ and *K*_2*i*_) were constituted of different primary, kinetic parameters and/or that *free* ribosome was constituted of different ribosomal subunits. Altogether, our complete model turned to be a reasonable proxy of the translation process to account for the growth rate‐dependent translation efficiencies.

**Figure 7:**
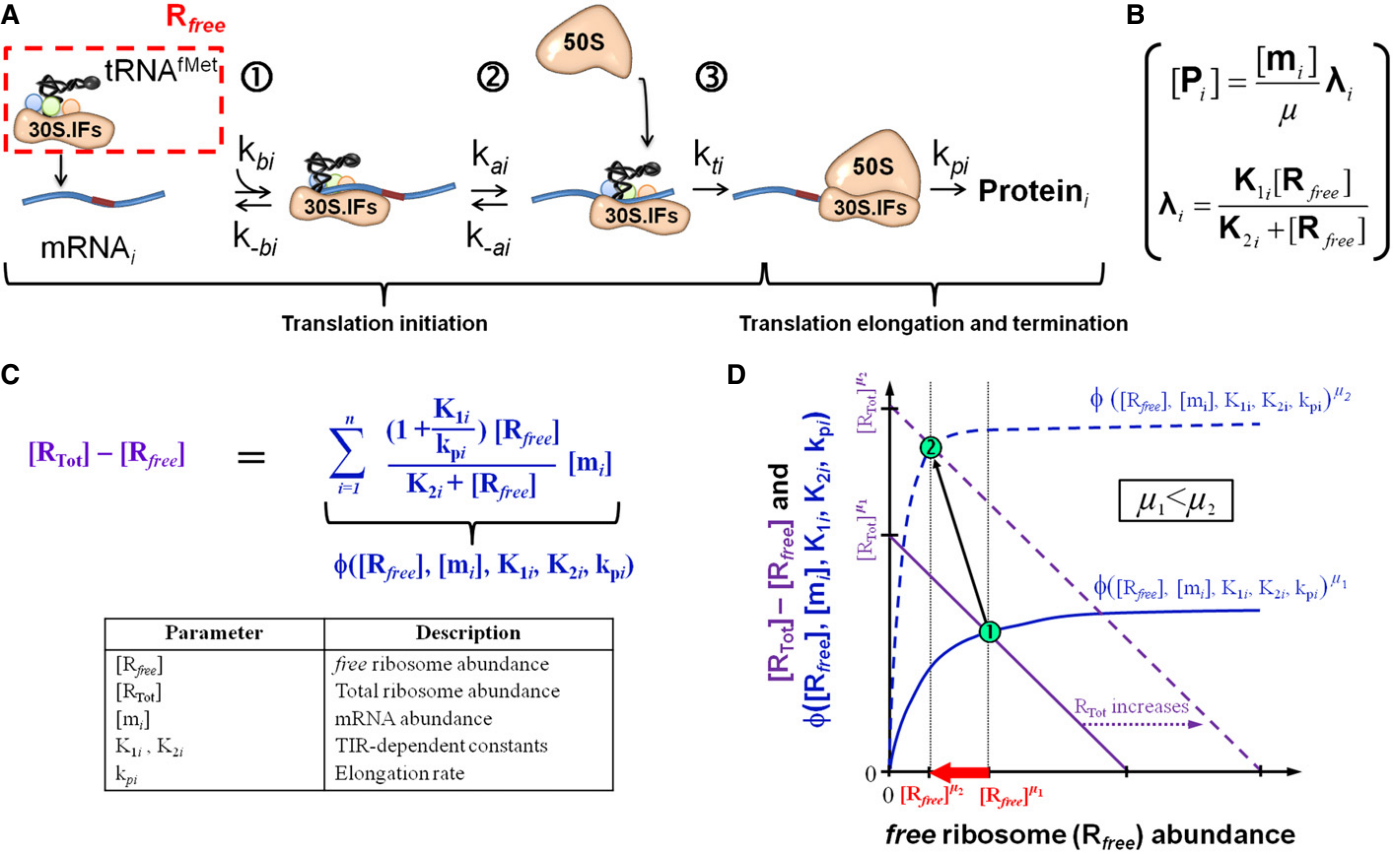
Exploring the interdependence of *free* ribosome abundance and both mRNA and ribosome abundances using a three‐step translation initiation model Knowledge‐based, three‐step translation initiation model (for more information, see Appendix section 2.1). The growth rate‐dependent molecular entities and rates of the translation initiation process are the abundance of the translation initiation complex (*R*_*free*_), the 50S subunit, the mRNA abundance (mRNA_*i*_) and the protein elongation aggregated parameter (*k*_*pi*_, Table 2; Bremer & Dennis, 2008). The growth rate‐independent parameters are the binding constant of *R*_*free*_ onto the mRNA_*i*_ (*k*_*bi*_), the release constant (*k*_*‐bi*_) of mRNA_*i*_‐associated *R*_*free*_ (*R*_*bi*_), the accommodation constant (*k*_*ai*_) of *R*_*bi*_ on the start codon, the disaccommodation constant (k_*‐ai*_) of R_*bi*_‐accommodated R_*ai*_ from the start codon and the constant of the initiation of translation elongation (k_*ti*_).The elementary three‐step translation initiation model gives rise to translation efficiency in the form of a Michaelis–Menten‐like equation with the two integrative constants, *K*_1*i*_ and *K*_2*i*_ (see Fig EV3).Formal relationship relating total ribosome (R_Tot_) and mRNA species (m_*i*_) abundances with the *free* ribosome abundance (*R*_*free*_; see Appendix section 2.3). The sum of the Michaelis–Menten‐like equations (blue) is an increasing function of global and gene‐specific variables (ϕ([*R*_*free*_], [m_*i*_], *K*_1*i*_, *K*_2*i*_, *k*_p*i*_)). *n* indicates the number of different mRNA species.The left and right parts of the equation from panel (C), respectively, in purple and blue, are plotted vs. the *free* ribosome abundance, [*R*_*free*_]. The intersection (①) corresponds to the equilibrium in a given growth condition. Following a growth‐rate increase from μ_1_ to μ_2_ (μ_2_ > μ_1_), total ribosome abundance increases (from plain to dashed purple line), and the equilibrium (②) is shifted towards a decrease in *R*_*free*_ abundance. The global growth rate‐dependent transcriptome reorganization (Fig 1E) can directly trigger a drop in *R*_*free*_ abundance by increasing titration if a significant fraction of the transcripts from the first class (green) exhibits lower *K*_2*i*_ values than the second class (orange).

**Table 2:** Molecular steps of the knowledge‐based model of protein production, degradation and dilution

Step	Molecular reaction	Parameters
①	Ribosome binding $R_{free}+m_{fi}\overset{k_{bi}}{\underset{\underset{k\_bi}{\leftarrow }}{\to }}R_{bi}$	*R*_*free*_ = 30S•IF1•IF2•IF3•tRNA^fMet^ (*free* ribosome) *m*_*fi*_ = *Free* mRNA coded by the gene *i* R_b*i*_ = 30S•IF1•IF2•IF3•tRNA^fMet^•m_*i*_ (active ribosome) *k*_b*i*_ = rate of *free* ribosome binding *k*_‐b*i*_ = rate of *free* ribosome release
②	Ribosome accommodation $R_{bi}\overset{k_{ai}}{\underset{\underset{k\_ai}{\leftarrow }}{\to }}R_{ai}$	*R*_a*i*_ = 30S•IF1•IF2•IF3•tRNA^fMet^•m_*i*_ (pre‐initiating ribosome) *k*_a*i*_ = rate of ribosome positioning onto the start codon *k*_‐a*i*_ = rate of ribosome release from the start codon
③	Initiation of translation elongation $R_{ai}+50S_{free}\overset{k_{ti}}{\to }R_{ti}$	*R*_t*i*_ = 50S•30S•IF1•IF2•IF3•tRNA^fMet^•m_*i*_ (initiating ribosome) 50S_*free*_ = *free* 50S subunit of the ribosome *k*_t*i*_ = rate of initiation of translation elongation
	Completion $R_{ti}\overset{pi}{\to }P_{i}$	*P*_*i*_ = protein coded by the gene *i* k_p*i*_ = protein elongation aggregated parameter (equal to the inverse the population averaged time of protein elongation)
	Degradation $P_{i}\overset{\gamma_{i}}{\to }Ø$	γ_*i*_ = rate of protein degradation
	Dilution $P_{i}\overset{\mu }{\to }Ø$	μ = growth rate

### Interdependence of *free* ribosome, total ribosome and mRNA abundances

The interdependence of *free* ribosome, total ribosome and mRNA abundances may directly set the *free* ribosome abundance across growth conditions due to the growth‐rate dependency of both the RNA and ribosome production. We therefore theoretically explored how *R*_*free*_ abundance can naturally vary with growth rate by extending our knowledge‐based model to the entire proteome (Appendix section 2.3). We demonstrated the formal relationship relating total ribosome (*R*_Tot_) and mRNA species (*m*_*i*_) with *R*_*free*_ (Fig 7C). Although *R*_Tot_ abundance increases with growth rate (Schaechter *et al*, 1958; Bremer & Dennis, 2008), an analysis of this relationship showed that the two following solutions can trigger a drop in *R*_*free*_ abundance (Fig 7D). The first solution consists of a strong increase in the abundances of all or many individual mRNAs with increasing growth rate (as shown in Fig 1D), which at least counterbalances the increase in total ribosome abundance to eventually lower the amount of available ribosomes (*R*_*free*_). The second solution consists of a global reorganization of mRNA synthesis (as shown in Fig 1E), during which a class of transcripts (*i.e*. exhibiting low *K*_2*i*_ values such as the *R*_*free*_‐saturated transcripts) is relatively upregulated, while a class of transcripts exhibiting the converse properties is downregulated with increasing growth rate. 

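The classes of transcripts by their dependence on free ribosomes (Dataset EV3) were mostly higher in CHG than in M9SE, and the genes in no class were mostly lower. Of 222 measured Rfree-saturated transcripts, 133 rose, 59 fell and 30 did not pass the test, with a median log2 fold change of 0.55, or 0.46 for the 193 that are not ribosomal. The saturated class holds ptsG, gapA and gntZ, 6-phosphogluconate dehydrogenase (2.45), among its largest increases, and carB and sspB (at least 331-fold lower) among its largest decreases. The 29 ribosomal protein genes in this class all rose, with a median of 1.30, and the 14 in the unsaturated class all rose, with a median of 1.29, while of the 2 in the undersaturated class rplV rose (1.18) and rpmEB fell (-1.40). Of 694 unsaturated transcripts, 371 rose and 195 fell, with a median of 0.41, among them yxeK (3.96), pta and ackA, and in the other direction nupN, a nucleoside transporter subunit (at least 330-fold lower), and yxbA (at least 214-fold lower). Of 81 undersaturated transcripts, 49 rose and 13 fell, with a median of 0.56, among them ansA, ansB and guaC, GMP reductase (3.93), and in the other direction spoVS, a sporulation regulator (-2.25). Of the 3098 genes in no class, 826 rose and 1718 fell, with a median of -0.59. With camera at its preset correlation, adjusted p = 2.7e-06 for the saturated, 1.05e-07 for the unsaturated and 2.07e-06 for the undersaturated class, and adjusted p = 0.377 for each with an estimated correlation. The estimated correlation gave adjusted p = 0.0416, 0.0246 and 0.00514 in this order with scaling to the 75th percentile. With scaling to the summed signal it gave 0.0937, 0.0963 and 0.0937, and with no scaling 0.629 for each. Quantile normalization with it gave 0.0018 for the undersaturated class and 0.167 for the others. These tests set each class against all other genes, and the classes were not tested against each other. The paper estimated the classes from these same mRNA values and from protein values, only for genes with a quantified protein. The tests are therefore not independent of how the classes were made. At camera's preset correlation with quantile normalization, the saturated (adjusted p = 0.0946) and the unsaturated class (adjusted p = 0.0717) no longer pass.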

A likely biological interpretation is that such a reorganization of mRNA synthesis would enhance titration of *free* ribosome at fast growth and eventually lowers the amount of available ribosomes (*R*_*free*_). This prompted us to analyse the possible role of ribosomal mRNAs due to the enriched, large proportion of ribosomal proteins in total proteins at fast growth. Our combined statistical and model‐based data analyses of genome‐wide transcript and protein abundances have identified the *K*_2*i*_ values of 32 ribosomal proteins (among about 50 known ribosomal proteins, Dataset EV3). As expected, most of the 32 *K*_2*i*_ values were close to zero, which indicated that their translation is barely affected by the rate of growth. Actually, the rate of ribosomal protein synthesis is cross‐coordinated with the available amount of rRNA by an autogenous feedback regulation (Nomura's model) in *B. subtilis* (Grundy & Henkin, 1991; Choonee *et al*, 2007) similar to that in *E. coli* (Kaczanowska & Ryden‐Aulin, 2007). We then theoretically explored how this feedback regulation interferes with our whole‐proteome modelling approach and demonstrated that the enrichment of ribosomal mRNAs with increasing growth rate (Fig 1E) could not alone explain the drop in *R*_*free*_ abundance (Appendix section 2.3). As a consequence, if the growth rate‐dependent variation in *R*_*free*_ abundance only resulted from the trade‐off between the titrations of *free* ribosomes with the non‐ribosomal and ribosomal mRNAs, several other transcripts contributed to the observed drop in *R*_*free*_ abundance. Altogether, our analysis suggested that the interdependence of *free* ribosome, total ribosome and mRNA abundances is the cornerstone of growth condition‐specific cell (re)programming.

## Discussion

Prokaryotes adapt to environmental changes by adjusting their transcriptome in a complex manner mostly *via* the use of DNA‐binding regulators that respond to environmental signals or metabolic effectors (Lu *et al*, 2007; Goelzer *et al*, 2008; Buescher *et al*, 2012; Nicolas *et al*, 2012). Yet, the growth rate‐dependent variation in abundance of the transcription machinery also strongly influences gene expression (Klumpp & Hwa, 2008; Gerosa *et al*, 2013). Indeed, total RNA abundance (per mass) is well known to increase with increasing growth rate in both Gram‐negative (*E. coli* and *Salmonella typhimurium*) and Gram‐positive (*B. subtilis*) bacteria (Schaechter *et al*, 1958; Dauner *et al*, 2001; Bremer & Dennis, 2008). We reassessed total RNA and total mRNA using up‐to‐date, high‐resolution technologies in *B. subtilis*. We confirmed that total RNA abundance increases twofold when the growth rate doubles and showed that total mRNA abundance represents a constant fraction of the total RNA abundance for all tested growth rates (Fig 1C). Altogether, it implies that the total mRNA abundance in *B. subtilis* increases twofold when the growth rate doubles. These results are consistent with a recent investigation reporting that mRNA abundance in *E. coli* at least doubles when growth rate increases from 0.11 to 0.49 h^−1^ (Valgepea *et al*, 2013).

### Translation efficiency based on Michaelis–Menten kinetics: the what, why and how

In Gram‐positive and Gram‐negative bacteria, the drop in abundance of constitutively expressed proteins is comparable ((Bremer & Dennis, 2008; Klumpp *et al*, 2009; Scott *et al*, 2010) and this work). In this study, we demonstrated that this drop in *B. subtilis* is not only due to the dilution but also to an unexpected decrease in translation efficiency (Fig 2). We also observed that the translation efficiencies of two proteins can exhibit different growth‐rate dependencies (Fig 3B and C). To provide a rationale to the observed translation efficiency's growth‐rate dependencies (Appendix Fig S1) across normal growth conditions or upon antibiotic addition (Figs 3 and 6), we developed and analysed an elementary knowledge‐based model of translation in which translation initiation is decomposed into three main steps. Such formalization ensued from straightforward, reasonable biological assumptions and took into account the commonly accepted scenario of ribosome assembly and translation initiation *in vivo*. However, several others scenarios and pathways of ribosome assembly have recently been characterized *in vitro* with *E. coli* cell‐free extracts (Tsai *et al*, 2012). We thoroughly explored these scenarios and the alternative ribosomal assembly pathways by developing alternative models (Appendix section 2.4). The alternative models also gave rise to translation efficiencies in the form of Michaelis–Menten‐like equations except that the two aggregated constants (*K*_1*i*_ and *K*_2*i*_) were constituted of different primary, kinetic parameters. Altogether, it means that modelling the translation efficiency in the form of a Michaelis–Menten‐like equation is relevant to investigate bacterial translation. Interestingly, an early study from the nineties in *E. coli* also tends to support the existence of differential protein productions (Jacques *et al*, 1992), which in turn supposes a variation in *R*_*free*_ abundance in Gram‐negative bacteria. In order to draw firm conclusions, dedicated experiments should now be performed with *E. coli* to confirm in Gram‐negative bacteria that translation efficiencies can exhibit different growth‐rate dependencies, especially by altering the TIR‐related *K*_1*i*_ and *K*_2*i*_ constants and *R*_*free*_ abundance.

Our whole‐proteome modelling approach suggested that the global regulation of translation mediated by the growth rate‐dependent variation in *R*_*free*_ abundance may only result from the interdependence of the *free* ribosome, total ribosome and mRNA abundances across the growth conditions. Because of the strong increase in total ribosome abundance with increasing growth rate, the increase in ribosomal mRNA abundance could not trigger alone the observed drop in *free* ribosome abundance. This suggested that the growth rate‐dependent reorganization of the expression of each transcript in the cell is specifically hard‐coded on the genome to set the proper amount of *free* ribosomes for a given growth condition. As a consequence, there might not exist any specific feedback regulation controlling the abundance of *free* ribosome and therefore the translation efficiency's growth‐rate dependencies of each transcript in the cell. As a corollary, perturbation of the growth rate‐dependent variation in the *free* ribosome abundance is expected to alter the gene‐specific translation efficiency's growth‐rate dependencies. In this study, we demonstrated that the gene‐specific translation efficiency's growth‐rate dependencies were sensitive to the presence in the growth media of sub‐inhibitory concentrations of tetracycline. It is tempting to postulate that tetracycline modified the growth rate‐dependent drop in the *free* ribosome abundance, which in turn altered the gene‐specific translation efficiency's growth‐rate dependencies. We therefore inferred the growth rate‐dependent evolution of the *free* ribosome abundance across growth conditions in the presence of 1 mg l^−1^ of tetracycline, which now exhibited a maximum twofold decrease from slow to fast growth (Fig EV3E). However, we cannot exclude that tetracycline affected translation initiation in a way that altered the two *K*_1*i*_ and *K*_2*i*_ growth rate‐independent aggregated constants. Nevertheless, in the presence of tetracycline cells were unable to set right the production of proteins with respect to the rate of growth. Altogether, it suggests that there is no strong feedback control on the abundance of *free* ribosome across growth conditions.

### The space of translation efficiencies allows *B. subtilis* cells to adjust single protein abundances across growth conditions

Our combined statistical and model‐based data analyses of genome‐wide transcript and protein abundances uncovered a large range (several orders of magnitude) of *K*_2*i*_ aggregated constants and revealed that the drop in *free* ribosome abundance altered genome‐wide the translation efficiency's growth‐rate dependencies. According to the model, the translation efficiency can be constant at any growth rates if the *K*_2*i*_ value is very small as compared to that of *R*_*free*_. If such is the case, the gene‐specific translation efficiencies simplify into the *K*_1*i*_ values and the current model of Hwa and colleagues (Scott *et al*, 2010) perfectly describes the process of protein production. Our results showed that it was indeed the case for about one‐fourth of the transcripts (*i.e*. 223 genes) for which we have characterized the {*K*_1*i*_, *K*_2*i*_} pairs. In addition, several other transcripts (about 100 among the 698 transcripts from Fig 5A) are only barely affected by the drop in *free* ribosome abundance, so that the resulting dilution‐corrected protein abundances may also be perceived as invariant. Remarkably, the 1,002 transcript‐related translation efficiencies fully filled in the space predicted by the three‐step translation initiation model between *K*_1*i*_ and $\frac{K_{1i}\left[R_{free}\right]}{K_{2i}}$ (Fig 5B vs. Fig 4C). Till now, translation initiation regions were believed to be shaped by evolution in order to optimize the trade‐off between the level of expression and the resulting gene expression noise. The gene expression noise is indeed important for the highly translated transcripts (Ozbudak *et al*, 2002; Ferguson *et al*, 2012). However and in view of our results, TIRs must also be regarded as targets for selective evolution towards optimized cellular networks, in particular by efficient adjustment of the growth‐rate dependencies. An open issue is whether evolutionary constraints provided more incentives to set protein abundances across growth conditions (see Appendix section 3.5) or the resulting noise, and whether independently modulating the *K*_1*i*_ and *K*_2*i*_ variables for a given protein abundance will generate different levels of noise.

### Transcriptional and translational growth rate‐dependent global regulations optimize cellular fitness without dedicated regulators

The growth rate‐dependent regulation (also referred to as global regulation) of bacterial translation provides cells with a remarkable toolbox to tweak protein production. However, translation efficiency is either a constant or a decreasing function of growth rate. By contrast, the global regulation of transcription *via* the transcription efficiency is an increasing function of growth rate (Klumpp & Hwa, 2008; Gerosa *et al*, 2013). When combined, the global regulations of transcription and translation may provide cells with a much larger range of protein expression in the absence of dedicated regulators and may allow prokaryotes to fine‐tune the abundance of each protein as a function of the growth rate even in the absence of dedicated regulators (Figs 8, EV4 and EV5). We can therefore question why do cells need dedicated regulators? By responding to specific signals, regulators allow bringing discontinuity in protein expression across growth conditions, as opposed to the nonlinear but continuous transcription and translation efficiencies functions. Evolutionary theories suggest that protein expression levels maximize fitness (Dekel & Alon, 2005; Molenaar *et al*, 2009; Goelzer *et al*, 2011; Goelzer & Fromion, 2011). In particular, the growth rate‐dependent regulations may contribute to cost minimization by providing reasonable solutions to the cost–benefit optimization of the cellular and metabolic processes that must be active under all growth conditions and consequently to fitness increase across growth conditions (Goelzer *et al*, 2015).

**Figure 8:**
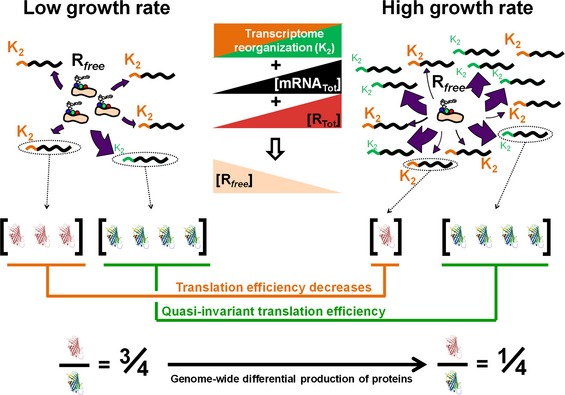
Schematic representation of the interdependence of *free* ribosome abundance and both mRNA and ribosome abundances The *K*_2_‐related global reorganization of mRNA expression leads to a drop in *R*_*free*_ with increasing growth rate, which in turn promotes differential protein production. From low to high growth rates, the total mRNA and total ribosomal abundances as well as the protein elongation aggregated parameter (*k*_p*i*_, Table 2; Bremer & Dennis, 2008) increase, while the *free* ribosome abundance drops. Titration of *R*_*free*_ is weaker at low than at fast growth because transcripts exhibiting strong *K*_1*i*_ and low *K*_2*i*_ (green TIR) are relatively upregulated and those exhibiting converse properties (orange TIR) downregulated with increasing growth rate. The ribosome density along the mRNA is the combined outcome of the translation efficiency and the elongation rate. The “red” and “green” proteins are differentially produced with increasing growth rate due to the growth rate‐dependent translation efficiency. See also a more detailed representation in Fig EV5.

**Figure EV4:**
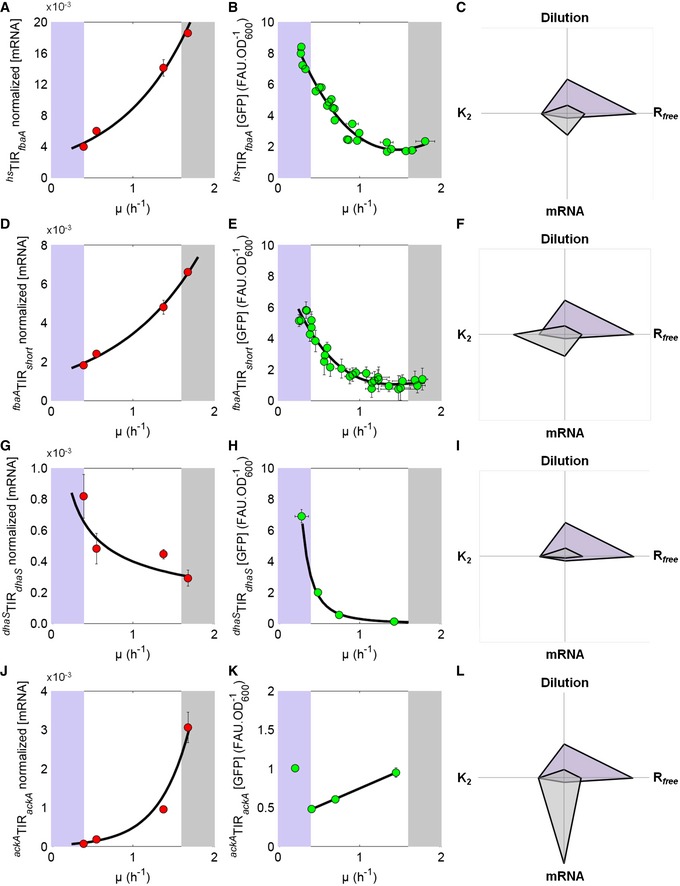
Graphical representation of the diversity of growth rate‐dependent controls regulating protein production A–CThe ^*hs*^TIR_*fbaA*_ *gfp* transcript abundance increases with increasing growth rate (violet to grey), while the translation efficiency strongly decreases since the *K*_2_ constant does not compensate for the drop in *R*_*free*_ abundance.D–FThe ^*fbaA*^TIR_*short*_ *gfp* transcript abundance increases with increasing growth rate (violet to grey), while the translation efficiency only slightly decreases because the *K*_2_ constant partially compensates for the drop in *R*_*free*_ abundance.G–IThe ^*dhaS*^TIR_*dhaS*_ *gfp* transcript abundance decreases with increasing growth rate (violet to grey), which is the consequence of its chromosomal location at the vicinity of the terminus of replication. The translation efficiency strongly decreases since the *K*_2_ constant does not compensate for the drop in *R*_*free*_ abundance.J–LThe ^*ackA*^TIR_*ackA*_ *gfp* transcript abundance strongly increases with increasing growth rate (violet to grey) and compensate for the strong drop in translation efficiency. The *ackA* gene is not supposed to be regulated neither positively nor negatively in the growth media used to reach the four different growth rates.Data information: Plots showing GFP abundances (A, D, G and J) and GFP abundances (B, E, H and K) of the genetic constructs ^*hs*^TIR_*fbaA*_ *gfp*, ^*fbaA*^TIR_*short*_ *gfp*, ^*dhaS*^TIR_*dhaS*_ *gfp*, ^*ackA*^TIR_*ackA*_ *gfp*, respectively. Protein abundance (coloured area in C, F, I and L) at slow (violet) and fast (grey) growth depends on the dilution rate, the free ribosome abundance, the cognate transcript abundance and the Michaelis–Menten‐type *K*_*2i*_ constant in growth‐ rate‐dependent manner.

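Per amount of total RNA, the dhaS transcript fell and the ackA transcript rose with each faster medium. dhaS (BSU19310), an aldehyde dehydrogenase, had a log2 signal of 14.37 ± 0.16 (SD, n = 4) in M9SE, 12.89 ± 0.20 in S, 12.09 ± 0.21 in CH and 10.78 ± 0.12 in CHG, and lies 2100.4 kb from the replication origin. Between M9SE and CHG it changed by -3.59 (standard error 0.13, adjusted p = 3.9e-15 from limma), with steps of -1.49, -0.79 and -1.31. ackA (BSU29470), acetate kinase, lies from 3015111 to 3016298 in assembly ASM904v1 and had a log2 signal of 10.85 ± 0.18 (SD, n = 4) in M9SE, 11.82 ± 0.23 in S, 13.28 ± 0.16 in CH and 14.41 ± 0.15 in CHG. It changed by 3.56 (standard error 0.14, adjusted p = 5.8e-15) between M9SE and CHG, with steps of 0.98, 1.46 and 1.13. Each of these changes of dhaS and ackA passed the test. By a first-order fit to the paper's values, total RNA per cell mass in S, CH and CHG was 1.52, 3.08 and 4.38 times that in M9SE. Changes per cell mass therefore lie above those given here, and a fall of dhaS at each step does not follow for them. In the list of other genes the paper names, of which tufA, ackA and dhaS were measured, 2 rose and 1 fell (median 0.89, or 0.03 with quantile normalization, camera at its preset correlation, adjusted p = 0.381), and sdpC matched no gene by name or synonym.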

**Figure EV5:**
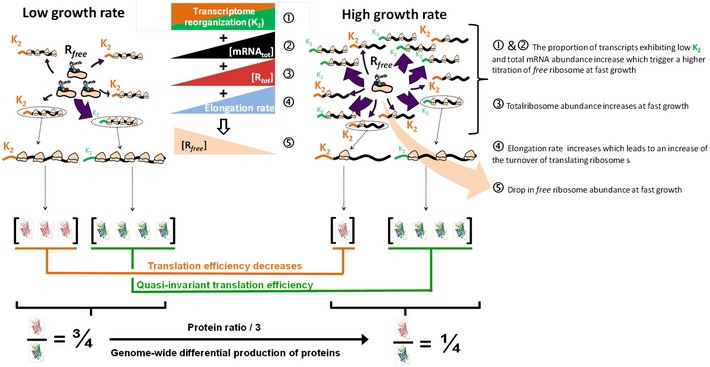
Schematic representation of the interdependence of *free* ribosome abundance and both mRNA and ribosome abundances The *K*_2_‐related global reorganization of mRNA expression leads to a drop in *R*_*free*_ with increasing growth rate, which in turn promotes differential protein production. From low to high growth rates, the total mRNA and total ribosomal abundances as well as the protein elongation aggregated parameter (*k*_p*i*_, Table 2; Bremer & Dennis, 2008) increase, while the *free* ribosome abundance drops. Titration of *R*_*free*_ is weaker at low than at fast growth because transcripts exhibiting strong *K*_1_ and low *K*_2_ (green TIR) are relatively upregulated and those exhibiting converse properties (orange TIR) downregulated with increasing growth rate. The ribosome density along the mRNA is the combined outcome of the translation efficiency and the elongation rate. The “red” and “green” proteins are differentially produced with increasing growth rate due to the growth rate‐dependent translation efficiency.

We revealed that the variations in the *free* ribosome abundance can globally contribute to proper cellular (re)programming and have evidenced a unique, hard‐coded, growth rate‐dependent mode of translation regulation, which manages genome‐wide gene expression in addition to specific post‐transcriptional and translational regulations. Our findings on the global regulation of translation, together with previous findings on the global regulation of transcription (Klumpp & Hwa, 2008; Gerosa *et al*, 2013), will open pioneering opportunities for the differential modulation of complex synthetic circuits. By coupling high‐throughput, precise genome editing technologies, we can now envision a rational, *in silico* design and experimental (re)programming of a high performing cell factory genomically streamlined to optimize growth and production properties at a given growth rate.

## Materials and Methods

### Biological materials

*Escherichia coli* TG1 was used for plasmid constructions and transformations using standard techniques (Sambrook *et al*, 1989). A tryptophan prototrophic *B. subtilis* 168 (BSB168) strain (Botella *et al*, 2010) was transformed using standard procedures (Anagnostopoulos & Spizizen, 1961). The reference OB1 strain, containing the P_*hs*_ (IPTG‐inducible *hyperspank* promoter), derived from BSB168 by double crossover insertion in the *amyE* locus of the pOB1 plasmid. To generate the Cm^R^ pOB1 plasmid, the pDR111 plasmid (kind gift of David Rudner), which carries the P_*hs*_ and *lacI* gene between two arms of the *amyE* gene, was digested by *Sac*II/*Eco*RI and the 3,083‐bp fragment was sub‐cloned into the *Sac*II/*Eco*RI sites of pDG1661 (Guerout‐Fleury *et al*, 1996). To generate vectors that contained the *gfpmut3* gene downstream of a given translation initiation region (TIR), we amplified by inverse PCR the entire pBaSysBioII plasmid (Botella *et al*, 2010) using primers introducing point mutations in the original TIR but conserving the ligation‐independent cloning site (LIC). For LIC, the vector‐related PCR products were gel‐purified, treated with T4 DNA polymerase and 2.5 mM dATP, and resulting fragments phosphorylated with T4 polynucleotide kinase. Promoter regions (400 bp) of *fbaA* (P_*fbaA*_) and *hyperspank* (P_*hs*_) were generated by PCR from OB1 genomic DNA using the appropriate primers listed in Appendix Table S2. Then, 0.2 pmol of each PCR amplification was incubated with 2.5 mM dTTP and T4 DNA polymerase. A mix of 5 ng of prepared vector‐related fragment and 15 ng of promoter‐related PCR amplification was used to transform *E. coli*. The resulting plasmids were extracted from *E. coli*, used to transform OB1 strain by single crossover either at the *fbaA* locus or at the *hyperspank* locus (within *amyE*), leading to the strains listed in Table 1.

### Growth conditions

LB was used to grow *E. coli* and *B. subtilis*. The eight growth media used for *B. subtilis* strain to reach various growth rates were modified from previously described growth media (Harwood & Cutting, 1990; Partridge & Errington, 1993; Sharpe *et al*, 1998; Kleijn *et al*, 2010; Chubukov *et al*, 2013). The composition of the different media is described in Appendix (section 1.1). When required, media were supplemented with antibiotics at the following abundances for *B. subtilis/E.coli*: 100 μg ml^−1^ of ampicillin (only for *E. coli*), 200/100 μg ml^−1^ of spectinomycin or 20/5 μg ml^−1^ of chloramphenicol. The related bacterial growth rates were 0.25 h^−1^ in M9P (M9 pyruvate), 0.40 h^−1^ in M9SE (M9 succinate/glutamate), 0.60 h^−1^ in S, 0.75 h^−1^ in M9G (M9 glucose), 0.80 h^−1^ in M9M (M9 malate), 0.90 h^−1^ in TS, 1.20 h^−1^ in CH and 1.70 h^−1^ in CHG. To alter ribosome abundance, the M9P, M9SE, S, TS, CH and CHG media were supplemented with 0.5 or 1 mg l^−1^ of tetracycline.

### Quantification of RNA molecular species

RNA extraction was modified from Nicolas *et al* (2012) (Appendix section 1.4). Total RNA quantification was performed using a Nanodrop ND‐1000 spectrophotometer (Thermo Scientific). RNA quality and rRNA quantification were assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies). In order to scale the gene‐level intensities from each microarray and to determine the total mRNA fraction out of the total RNA pool, an equal amount of *in vitro*‐synthesized transcripts (One Color RNA Spike‐In Kit, Agilent Technologies) was added to 10 μg of each total RNA sample. Synthesis, one‐colour hybridization of fluorescently labelled cDNA to Agilent custom microarrays and data processing are described in Appendix (section 1.4). Experimental procedure for real‐time quantitative PCR is depicted in Appendix (section 1.5).

### Protein abundance determination by Live Cell Array

For live cell array experiments, a single colony of *B. subtilis* was grown in a well of a 96‐well microtitre plates (Cellstar^®^, Greiner bio‐one) with Luria–Bertani (LB) medium until an OD_600_ of 0.4–0.5. For precultures in the medium of interest, LB‐grown cells were diluted 400‐fold into 96‐well microtitre plates and incubated overnight under constant shaking at 37°C until OD_600_ reached 0.3. The cultures, with a dilution that yielded exponentially growing cultures next morning, were diluted in 100 μl of the same medium to an OD_600_ of 0.001 into 96‐well microtitre plates and incubated at 37°C with constant shaking in a Synergy^™^ 2 multimode microplate reader (BioTek) for at least 20 hours. OD_600_ and fluorescence (excitation: 485/20 nm, emission: 528/20 nm) were measured at an interval of 7 minutes. OD_900_ and OD_977_ were measured once at the beginning of the experiment in order to correct the optical path length to 1 cm using the following equation: (OD_977_‐OD_900_)/0.18. Data were extracted and processed as previously described (Aichaoui *et al*, 2012; Botella *et al*, 2010; Buescher *et al*, 2012; see Appendix sections 1.6 and 1.7).

### Data availability

Data generated in this work are provided in Dataset EV files. The microarray data have been made publically available in Gene Expression Omnibus (GEO) database with the accession number GSE78108. Proteomic datasets used in this study are available in Goelzer *et al* (2015).

## Author contributions

OB constructed the library of plasmids and strains, collected data, performed qPCR and transcriptomic studies, mathematical modelling and analysed data; AG was involved in mathematical modelling; MS and UM performed RNA hybridization; MC collected data; SA was involved in study design and discussion of the results; and MJ and VF designed the study, analysed data and wrote the paper.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Review Process File

# Supplementary material for: Translation elicits a growth rate‐dependent, genome‐wide, differential protein production in Bacillus subtilis
**Source:** Mol Syst Biol. 2016 May 18;12(5):870. doi: 10.15252/msb.20156608
**Supplement:** Supplementary file 1 — Appendix

**Appendix for**

**Translation elicits a growth-rate-dependent and genome-wide, differential production of proteins in *Bacillus subtilis***

Olivier BORKOWSKI^1,2^, Anne GOELZER^2^, Marc SCHAFFER^3^, Ulrike MÄDER^3^, Magali CALABRE^1^, Stéphane AYMERICH^1^, Matthieu JULES^‡1^ and Vincent FROMION^‡2^

*

Running title: Growth-rate-dependent bacterial translation

Table of content

1 Supplementary Methods 3

1.1 Growth conditions 3

1.2 The *fbaA* gene, a reference for constitutively expressed genes in *B. subtilis* 3

1.3 RNAs extraction and absolute quantification 3

1.4 Genome-wide DNA microarray 5

1.5 Real-time quantitative PCR 5

1.6 Culture of *B. subtilis* in a Live Cell Array 6

1.7 Estimates of growth rate and GFP abundance from LCA data 8

2 Supplementary Equations 10

2.1 A reduced model for protein production 10

2.2 The mathematical model of bacterial steady-state protein production for a given mRNA (m*_i_*) 11

2.3 Extension of the general model to the whole proteome 14

2.4 Alternative mathematical models 20

2.5 How do the Michaelis-Menten *versus* linear models of translation handle with growth-rate-dependent translation efficiency trajectories 26

3 Supplementary Notes 27

3.1 Estimate of ratios of protein production by “minimization of mean-square error” and bootstrap 27

3.2 Computation of the translation efficiency 28

3.3 The solution space of the K_1_, K_2_ and R*_free_* parameters 29

3.4 Genome-wide estimation of R*_free_* abundance and of the {K_1_*_i_*, K_2_*_i_*} pairs for each transcript 33

3.5 Higher R*_free_* abundance at slow than at fast growth should ensure that slowly growing cells are prone to adaptation 35

4 Supplementary Tables 36

4.1 Table S1: Protein productions in poor and rich growth conditions. 36

4.2 Table S2: Plasmids and Primers used in this work. 37

4.3 Table S3: Strains used in this work. 38

5 Supplementary Figures 39

5.1 Figure S1. The translation process is well described by a Michaelis-Menten like equation. 39

6 Supplementary references 40

# Supplementary Methods

## Growth conditions

Briefly, the S medium contained (NH4)_2_SO_4_ (0.2% w/v), K_2_HPO_4_ (1.4% w/v), KH_2_PO_4_ (0.6% w/v), sodium citrate (0.1% w/v), FeCl_3_/6H_2_O (0.001% w/v), Mg_2_SO_4_ (0.02% w/v), MnSO_4_ (0.056% w/v) and glucose (0.5% w/v). The TS medium is an S-based medium supplemented with L-glutamate (0.5% w/v) and Yeast extract (0.001% w/v). The CH medium (which contained 10% w/v casamino acid) was described in (Partridge & Errington, 1993). The CHG medium is a CH medium containing glucose (0.5% w/v). The modified M9 minimal medium (Harwood & Cutting, 1990) consisted of the following components (per liter): 8.5 g Na_2_HPO_4_•2H_2_0, 3 g KH_2_PO_4_, 1 g NH_4_Cl, 0.5 g NaCl. The following components were sterilized separately and then added (per liter of final medium): 1 ml 0.1 M CaCl_2_•2H_2_O, 1 ml 1 M MgSO_4_•7H2O, 1 ml 50 mM FeCl_3_•6H_2_O and 10 ml trace salts solution. The trace salts solution contained (per liter): 170 mg ZnCl_2_, 100 mg MnCl_2_•4H_2_O, 60.0 mg CoCl_2_•6H_2_O, 60.0 mg Na_2_MoO_4_•2H_2_O and 43.0 mg CuCl_2_•2H_2_O. Filter-sterilized carbon sources (pyruvate, succinate/glutamate, glucose or malate) were added separately to the medium at final concentration of 0.5% (w/v). Where necessary, carbon source solutions were pH neutralized with 4 M NaOH prior to addition to the medium.

## The *fbaA* gene, a reference for constitutively expressed genes in *B. subtilis*

By “genes under constitutive expression”, we meant genes for which the mRNA expression level solely depends on sigma factors and not on specific transcription factors. Several genes in *B. subtilis* can be considered as constitutive (Jules et al, 2009). In particular, the promoter of the *fbaA* gene was selected as a reference because it is well-known to be expressed independently from the major *B. subtilis* regulators (Goelzer et al, 2008; Ludwig et al; Tobisch et al, 1999) and to be under the only control of the housekeeping sigma factor (σ_A_) in exponentially growing *B. subtilis* cells (Nicolas et al, 2012).

## RNAs extraction and absolute quantification

### RNA isolation

For mRNA extraction, a single colony of *B. subtilis* was grown in 10 ml of LB medium during 2 hours. Then the samples, diluted 8000 fold in the medium of interest, were incubated with shaking at 37°C until they reached an OD_600_ of 0.1 to 0.5. Eventually, the samples were diluted 400 fold in the medium of interest and incubated in a 250 mL Erlen-meyer flask with shaking at 37°C until an OD_600_ of 0.5. Total RNA was isolated from cells using an acid phenol method. 30 ml samples were harvested by mixing with ½ volume of frozen killing buffer (20 mM Tris/HCl pH 7.5, 5 mM MgCl_2_, 20 mM NaN_3_) and subsequent centrifugation for 3 min at 8000 rpm at 4°C from exponentially growing cultures (OD_600_ 0.4 to 0.5). After discarding the supernatant, cell pellets were frozen in liquid nitrogen and stored at -80°C. For mechanical disruption, the pellets were resuspended in 200 μL of ice-cold killing buffer, immediately dropped into a Teflon disruption vessel (pre-cooled and filled in with liquid nitrogen) and then disrupted in a Mikro-Dismembrator S (Sartorius) for 2 min at 2600 rpm. The resulting frozen powder was resuspended in 4 mL of pre-warmed lysis solution (4 M guanidine thiocyanate, 25 mM sodium acetate pH 5.2, 5 g.l^-1^ N-laurylsarcosinate, 50°C) by repeated pipetting. Afterwards, 1 mL aliquots of the lysate were transferred to microcentrifuge tubes and immediately frozen in liquid nitrogen. Total RNA was isolated by acid-phenol extraction. Samples were treated twice with an equal volume of acid phenol/chloroform/isoamyl alcohol (25:24:1, pH 4.5, Carl Roth GmbH + Co. KG, Germany) and once with chloroform/ isoamyl alcohol (24:1, Carl Roth GmbH + Co. KG, Germany). After adding 1/10 volume of 3M sodium acetate (pH 5.2), RNA was precipitated with isopropanol, washed with 70% (v/v) ethanol and dissolved in 100 μL of RNase free water. 35 μg RNA were DNase-treated using the RNase-Free DNase Set (Qiagen) and purified using the RNA Clean-Up and Abundance Micro Kit (Norgen).

### RNA quantification

The RNA concentration and quality was checked using the Spectrophotometer Nanodrop ND-1000 (Thermo scientific, USA). The absorbance at wavelength of 260 nm in 1µl sample was used to measure RNA concentration. Absence of protein contamination in RNA extracts was checked measuring the absorbance at wavelength of 280 nm. Samples with 260 nm /280 nm ratios inferior to 2 were rejected. Absence of solvent contamination was verified with 230 nm /280 nm ratios and the low quality samples were rejected (ratio inferior to 2). The quality of the RNA preparations was assessed by means of the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). The microfluidic glass chips (RNA 6000 Nano LabChip Kit, Agilent Technologies) were prepared according to the manufacturer’s instructions. Briefly, 1µl of sample diluted 10 fold and the RNA size ladder were incubated at 70 °C for 2 min, centrifuged at 16000 g for 10 s, and put on ice before running Bioanalyzer microchips. Agilent 2100 expert software was used for data analysis. The area of the 5S, 16S, 23S and precursors of rRNA peaks divided by the total RNA area gave the rRNA percentage and so the sum of the mRNA and tRNA percentages in the total RNA (**Figure EV1B-D**). The RNA 6000 Nano marker was used as an external standard for quantification. Interestingly, the pool of ribosomal RNA was enriched in precursors and depleted in 5S rRNA with increasing growth rates, suggesting that the rRNA maturation process is not efficient enough to compensate for the growth-related dilution of the implicated ribonucleases.

### RNA abundance as a function of the growth rate

Total RNA abundance at the different growth rates was fitted using a linear model. The plot shows that the residues are not homoscedastic. Such a behavior of residue variance is often observed when quantifying abundances. In order to obtain 95% confidence intervals on the regression parameters, and regarding the absence of homoscedasticity of the residues, we used the bootstrap procedure.

## Genome-wide DNA microarray

To 10 µg of each total RNA sample an equal amount of ten different in-vitro synthesized transcripts contained in the One Color RNA Spike-In kit (Agilent Technologies) were added. Afterwards, synthesis and hybridization of fluorescently labeled cDNA to Agilent custom microarrays were carried out as described previously (Winter et al, 2011), except that the individual samples were labeled with Cy3 and no common reference was used (one-color hybridizations). Data were extracted and processed using the Feature Extraction software (version 10.5, Agilent Technologies). Gene-level values were calculated from probe level data by error-weighted averaging using the Rosetta Resolver software (version 7.2, Rosetta Biosoftware). 

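The 10 spike-in transcripts spanned most of the signal range of the arrays. The coefficient of variation over the 32 spots of a spike-in transcript within an array was 12.4% or less on every array for 8 of them, and reached 37.2% and 42.7% for the other 2, a104 and a107, which were left out at a limit of 25%. The mean log2 signal of the 8 used transcripts ran from 3.58 to 16.91, and across the 16 arrays their coefficient of variation was 14.9% to 24.8%, so that a limit across arrays keeps the same 8. The dimmest used transcript had 0% of its spots well above background on at least 1 array. Offsets from these transcripts were applied to the processed signal, since the deposited gene-level values already include the authors' scaling. Across genes, the correlation of the resulting values with the deposited ones was 0.974 to 0.984 on the 16 arrays, where genes are not independent replicates.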

Finally, the median difference of the intensities of spike-in transcripts (considering only transcripts with a CV smaller than 25 %) was used to scale the gene-level intensities from each microarray in order to correct for technical variation associated with labeling and array processing. Processed data are provided in **Dataset EV1**.

## Real-time quantitative PCR

### Reverse transcriptase reaction

The reverse transcription protocol is composed of four steps. The first step was performed in 0.2 ml PCR tubes and corresponds to mixing in a volume of 11 µl, 1 µg of RNA and 0.25 µg of Pd(N)_6_. The mix was incubated at 70°C for 5 minutes. Then, 8 µl of the solution containing 1 µl of dNTPs 10mM (Invitrogen), 4µl of 5X Superscript buffer (Invitrogen), 2 µl of DTT 0.1M (Invitrogen) and 1µl of RNAse out 40U/µl was added and incubated 2 minutes at 42°C. Then, 1 µl of Superscript III 200U/µl (Invitrogen) was added and incubated 2 hours at 42°C. Eventually, the reaction was inactivated by incubation at 70°C for 10 minutes.

### Quantitative PCR reaction

We quantified cDNA in real-time qPCR using the SYBR green master mix kit (LightCycler^®^ FastStart DNA Master SYBR Green I, Roche) following the manufacturer’s recommendations. Briefly, each qPCR capillary contained 10 µl of reactions containing 0.5 µl of each primer 25mM, 1.2 µl of MgCl_2_ 25mM, 1µl of SYBR green master mix (Roche diagnostic), 4.3 µl of sterile water and 2.5 µl of cDNA solution. For each sample, two combinations of primers were designed using the LightCycler Probe Design Software 2.0 (Roche): (i) primers amplifying the reference *fbaA* mRNA, TGATCCTTGGTGTTTCCG / GTGAGAAGCGTCGATCATT (ii) primers amplifying the *gfpmut3* mRNA, ACATACGGAAAACTTACCCT / CATGGCACTCTTGAAAAAGTC. The corresponding DNA sequences were obtained from GenoList Database (http://genodb.pasteur.fr/cgi-bin/WebObjects/GenoList). The qPCR reactions were carried out in the LightCycler 1.5 instrument starting with a denaturing step of 10 minutes at 95°C and followed by 45 cycles (95°C, 10s; 56°C, 6s; 72°C, 10s). qPCR results are given relatively to the mRNA abundance of the reference *fbaA*).

### Quantitative PCR quality control

A combination of primers was also used to amplify the mRNA of the gene *pgi* CCTTCATTCTTTAGGCCAGTAT / GCAAGCATTGTACCTTGGA. The *pgi* mRNA abundance was compared to the *fbaA* mRNA abundance. The qPCR results together with microarrays analysis (BSB168 strain) allowed checking that the *^fbaA^*TIRs insertions didn’t disturb expression of *fbaA*. 

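No difference between media in fbaA relative to pgi, phosphoglucose isomerase, was detectable with 4 arrays per medium. The log2 signal of fbaA minus that of pgi was 3.60 ± 0.22 (SD, n = 4) in M9SE, 3.69 ± 0.23 in S, 3.47 ± 0.14 in CH and 3.79 ± 0.20 in CHG. Against M9SE, two-sided exact permutation tests of fbaA minus pgi gave p = 0.543 for S, p = 0.457 for CH and p = 0.314 for CHG. The other pairs of media had exact p = 0.171 for CH against S, 0.514 for CHG against S and 0.0857 for CHG against CH, where the difference was widest (0.32), and the adjusted p over the 6 pairs was 0.514 or more. Every S and CH array carries the reporter transcripts, and no M9SE array does. In S or CH against M9SE, the medium and the reporter signal therefore differ together. In CHG, fbaA had a log2 signal of 16.51 on replicate 3, which carries the reporter transcripts too, and 16.48 to 16.61 on the 3 other arrays. With 1 such CHG array, that difference could not be tested.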

The sample contamination by DNA (due to a low efficiency of the DNAase before the step of reverse transcription) was checked by a qPCR on the RNA sample before performing the reverse transcription reaction. The samples with a RNA signal value superior to 2% (0.02-fold the expression of the gene of reference) were discarded.

### mRNA abundance as a function of the growth rate

We performed qPCR with 2 biological replicates and 4 technical replicates, which resulted into 8 values per strains and per medium. The qPCR datasets from *^fbaA^*TIRs and *^hs^*TIRs strains were fitted as function of the growth rate using a 2^nd^-degree polynomial and a 1^st^-degree polynomial, respectively. The 95% confidence bounds for the fitting coefficients are given by C=b+/-t$\sqrt{S}$. b is the vector of the coefficients of the fit; t is computed using the inverse of Student's t cumulative distribution function (MATLAB), and S is a vector of the diagonal elements from the estimated covariance matrix of the coefficient estimates, (X^T^X)^–1^s^2^. X is the design matrix and X^T^ is the transpose of X.s^2^ is the mean squared error.

Altogether "by combining total mRNA quantification, transcriptome data and qPCR data" we obtained quantitative expression profile of *gfp* across growth conditions for each synthetic strain.

To sum up at each µ: $\left[ {mRNA}_{gfpmut3} \right]=\left[ total RNA \right]*\alpha*\frac{\left[ {mRNA}_{fbaA} \right]}{\left[ total mRNA \right]}*\frac{\left[ {mRNA}_{gfpmut3} \right]}{\left[ {mRNA}_{fbaA} \right]}$

- $\left[ total RNA \right]$ was quantified by both Bioanalyser and Nanodrop
- $\alpha$ corresponds to the constant proportion of total mRNA abundance within total RNA as experimentally demonstrated using Spike-In control transcripts
- $\frac{\left[ {mRNA}_{fbaA} \right]}{\left[ total mRNA \right]}$ corresponds to the proportion of the *fbaA* transcript in total mRNA (mass) as quantified by genome-wide tiling arrays
- $\frac{\left[ {mRNA}_{gfpmut3} \right]}{\left[ {mRNA}_{fbaA} \right]}$ corresponds to the relative abundance of *gfpmut3* as compared to a control gene as quantified by qRT-PCR (in this case with *fbaA* as a control but was validated using *pgi* as another control)

## Culture of *B. subtilis* in a Live Cell Array

### Culture and data acquisition

For live cell array experiments, a single colony of *B. subtilis* was grown in a well of a 96-well microtiterplates (Cellstar^®^, Greiner bio-one) on LB medium until an OD_600_ of 0.4-0.5. For pre-cultures in the medium of interest, LB-grown cells were diluted 400-fold into microtiterplates and incubated under constant shaking at 37°C until OD_600_ reached 0.3. The cultures were initiated by diluting pre-cultures in 100 µl of the same medium to an OD_600_ of 0.001 and incubated at 37°C with constant shaking in a Synergy™ 2 multimode microtiterplate reader (BioTek^®^). OD_600_ and fluorescence (excitation 485/20 nm, emission 528/20 nm) were measured at an interval of 7 minutes (Botella et al, 2010; Buescher et al, 2012). Only the 60 wells located in the centre of the microtiter plates were inoculated, the wells around the edges exhibited evaporation higher than 5% over 20 hours and were only filled in with sterile medium. Each 96-well microtiterplate contained 12 replicates of the reference strain BSOB01 and of the four *gfp* reporter strains.

### Relationship between assessed fluorescence and intracellular GFP abundance

The measured fluorescence per well at any time (RawFluo) is related to the OD_600_-dependent GFP produced per well (GFP^OD^) but also reflects the OD_600_-dependent *B. subtilis* and medium auto-fluorescences (AutoFluo^OD^), the time-dependent intra-day variability (Drift*^t^*) and the day-to-day variability (D2D_Fluo*^d^*) as follows:

$$\mathbf{RawFluo}=\left( \mathbf{GFP}^{\mathbf{OD}}+\mathbf{AutoFluo}^{\mathbf{OD}} \right)\times\mathbf{Drift}^{\boldsymbol{t}}\times{\mathbf{D2D}\_\mathbf{Fluo}}^{\boldsymbol{d}}$$

In order to extract GFP^OD^ from the LCA data, we set up a specific design for the microtiterplate structure that sequentially allowed removing unwanted fluorescence.

#### Blank wells for the intra-day variability, Drift^t^

A drift of the measured fluorescence intensity was observed with time. A set of 6 external wells, only filled in by sterile medium, were used to estimate and compensate for the observed very slow drift of the excitation and receptor devices.

#### Fluorescein for the plate-to-plate normalization, D2D_Fluo^d^

In order to correct possible day-to-day variability between LCA experiments, we systematically included in each microtiterplates 6 wells filled in with different concentration of fluorescein (twice 10nM, 100nM and 1µM).

#### Dedicated wells for auto-fluorescence correction, AutoFluo^OD^

As already mentioned in the literature (Aichaoui et al, 2012; Botella et al, 2010), the raw fluorescence values are the sum of the GFP fluorescence level and the *B. subtilis* and medium-related auto-fluorescence (AutoFluo^OD^). We subtracted auto-fluorescences from the raw fluorescence values as previously described (Botella et al, 2010; Buescher et al, 2012). To this purpose, we systematically included in the 96-well microtiterplates, 12 replicates of the BSOB1 control strain.

#### Summary of a typical microtiterplate design

Following all these previous constraints, the 96-wells microtiterplate contained:

- 6 wells around the edges that were filled in by fluorescein (at the top left and bottom right of the microtiterplate)
- 6 wells on the right and left edges that were used as blank
- 60 wells that were inoculated by the different strains: 12 are for the BSOB1 control strain, and 12*4 for 4 *gfpmut3* reporter strains.

Due to the several unwanted fluorescences, the GFP abundance ratios between two strains were estimated within the same microtiterplate. 12 replicates for each strain allowed us to obtain a small 95% confidence interval for the estimated ratios.

### LCA experimental dataset

We performed 54 experiments (54 microtiterplates) as follows:

- M9P: 8 microtiterplates (4 with *^fbaA^*TIR strains and 4 with *^hs^*TIR strains)
- M9SE: 4 microtiterplates (2 with *^fbaA^*TIR strains and 2 with *^hs^*TIR strains)
- S: 7 microtiterplates (3 with *^fbaA^*TIR strains and 4 with *^hs^*TIR strains)
- M9G: 6 microtiterplates (3 with *^fbaA^*TIR strains and 3 with *^hs^*TIR strains)
- M9M: 4 microtiterplates (2 with *^fbaA^*TIR strains and 2 with *^hs^*TIR strains)
- TS: 6 microtiterplates (2 with *^fbaA^*TIR strains and 4 with *^hs^*TIR strains)
- CH: 9 microtiterplates (6 with *^fbaA^*TIR strains and 3 with *^hs^*TIR strains)
- CHG: 10 microtiterplates (7 with *^fbaA^*TIR strains and 3 with *^hs^*TIR strains)

Raw data are available in supplementary excel files.

## Estimates of growth rate and GFP abundance from LCA data

### Definition of the exponential steady-state regimen in LCA

After systematic removal of non-growing cultures, we determined the “OD_600_ range” in which all clones were considered to be in exponential growth and therefore in steady-state regimen. The range was manually defined based on the best linear fit of the OD_600_ (in logarithmic scale) with respect to the time. This step allowed further removal of data from specific wells in which cells did not grow in steady-state regimen.

### Growth rate calculation

In order to estimate both the growth rate and the GFP abundance (GFP per well divided by OD at each time point), we subtracted in each well the first measured value of OD_600_ (time 0) to all OD_600_ measurements. The corrected OD_600_ time-series in logarithmic scale were fitted by a linear model, which directly provided the corresponding growth rates (its slopes). Then, the median of the 12 growth rates obtained per strain in each microtiterplate was used as the reference growth rate per strain and per experiment. The 95% confidence intervals for the different parameters were obtained by bootstrap (Efron, 1987).

### Estimate of GFP abundance at different growth rates

#### Intra-day compensation, Drift^t^

We estimated the drift using a loess regression as function of time, and we obtained the desired compensation after a suitable normalization, $\alpha_{0}$ which is such that

$$\alpha_{0}\int_{0}^{\mathrm{tf}} \mathrm{Drift}\left( t \right)\mathrm{dt}=1$$

Eventually, RawFluo data were corrected at each time point as follows:

$$RawFluo\_corrected \left( t_{i} \right)=\frac{\mathrm{RawFluo}\left( t_{i} \right)}{\alpha_{0}\mathrm{Drift}\left( t_{i} \right)}$$

***Nota Bene:*** in the sequel, we will use the term “RawFluo” in place of “RawFluo_corrected”.

#### Normalization by fluorescein, D2D_Fluo^d^

Fluorescein is a light-sensitive molecule that is subject to photobleaching. Therefore, we normalized fluorescence levels of the entire dataset using the mean value of the fluorescein-related fluorescence obtained during the only 20 first measurements (for a total interval of 140 minutes).

#### Auto-fluorescence correction

In order to estimate GFP fluorescence, we subtracted an auto-fluorescence function from the raw fluorescence datasets. We defined the auto-fluorescence function using a 3^rd^-degree polynomial applied to the OD_600_ and fluorescence measurements of the control strain (BSOB1):

AutoFluo^OD^(OD) = b_0_ +b_1_ OD+ b_2_ OD^2^ +b_3_ OD^3^

where OD is used in place of OD_600_

The GFP abundance during the exponential phase is calculated for each time point (t_i_) as follows:

$$[GFP (t_{i})]=\frac{RawFluo (t_{i}) - \mathrm{AutoFluo}^{\mathrm{OD}}(OD(t_{i}))}{OD(t_{i})}$$

The final GFP abundance is given by the median of $\left[ \mathrm{GFP}\left( t_{i} \right) \right]$ with time.

Processed data are provided in **Dataset EV1**.

# Supplementary Equations

The aim of this section is (*i-*) to provide an overview of the molecular entities of the reduced model of protein production depicted on **Figure 7** (the reduced model is called in the main text as the “synthetic model” or "complete model"); (*ii-*) to derive from these molecular entities the mathematical model used in this study; (*iii-*) to explain and investigate the consequences of some assumptions made while building the mathematical model.

It is well-established that the translation initiation can be divided into numerous elementary reaction steps that are reversible and irreversible (Antoun et al, 2006). Modeling the whole initiation process as described in (Milon et al, 2012) is mathematically achievable but leads, even in steady state, to a complex, nonlinear model that depends on a large number of species abundances and rate constants. Reducing the complexity of the complete steady-state nonlinear model was a key issue that droves our developments. To this purpose, we focused on the Michaelis-Menten like contribution of several molecular entities in the complete steady-state nonlinear model. To reduce the complexity of the complete steady-state nonlinear model, we verified for each molecular step the available biological knowledge to determine if the Michaelis-Menten function could be consistently reduced. However, the magnitude of the reduction always obeys to a subtle trade-off between model “simplicity” and model “capability” to accurately catch the biological, experimental knowledge. Eventually, our reduced steady-state model is simple as compared to the complete steady-state nonlinear model but still catches the essence of our biological observations.

## A reduced model for protein production

We divided the translation process into 3 initiation steps (from the binding to the initiation) and a completion step (elongation and termination) (Milon et al, 2008; Ramakrishnan, 2002). Protein abundance was obtained by additionally integrating protein degradation and protein dilution (**Figure 7**, **Table 2**). Translation initiation is divided into two reversible steps, (a) ribosome binding onto the mRNA and (b) accommodation of the ribosome onto the start codon, which are followed by one irreversible step, the initiation of translation elongation.

Ribosome binding to the mRNA (**Step 1**) is a reversible step (Antoun et al, 2006). The k*_bi_* and k*_-bi_* affinity constants correspond to the probability of encounter/dissociation of R*_free_* with/from the ribosome-docking site (RDS) of a given mRNA (m*_i_*, (Antoun et al, 2006)). These constants depend on the ribosome binding site (RBS) sequence (within the RDS) and on the structural availability/occupancy of the RDS (Salis et al, 2009; Schubert et al, 2007; Vellanoweth & Rabinowitz, 1992). Accommodation of the ribosome to the start codon (**Step 2**) is also a reversible step (Antoun et al, 2006). It reflects the ability of the 30S subunit to set on the start codon. The k*_ai_* and k*_-ai_* affinity constants primarily depend on the distance between the RBS and the start codon and possibly on the neighboring nucleotides (Antoun et al, 2006). Initiation of translation elongation (**Step 3**) is an irreversible step (for a review see (Ramakrishnan, 2002)). The 30S🞄mRNA🞄IFs🞄GTP🞄fMet-tRNA^fMet^ ribosomal complex undergoes a large-scale conformational change promoted by the hydrolysis of a GTP molecule by IF2 which allows the recruitment of the 50S subunit (Milon et al, 2012; Tomsic et al, 2000). Then, the 70S ribosome is ready to catalyze the first peptide bond of the nascent protein (Tomsic et al, 2000). Translation elongation is also an irreversible step (Ramakrishnan, 2002) proceeding at a growth-rate-dependent rate, k*_pi_*. In the reduced model displayed on **Figure 7**, as in a complete steady-state nonlinear model integrating each reaction step as described in (Antoun et al, 2006), initiation of translation is the limiting step of protein production for most of the mRNAs in steady-state growth. This is consistent with the observed higher ribosome density at the beginning of coding sequences (vicinity of the Shine-Dalgarno sequence) for the ~2000 most highly expressed genes in *E. coli*, which reflects the slower kinetic of translation initiation (Oh et al, 2011).

One simplification of the reduced/general model concerns the role of the *free* 50S subunit in steady-state growth. Indeed, in the presence of IF1 and IF3, the *in vitro* rate of formation of the 70S initiation complex is weakly dependent on the abundance of the *free* 50S subunit when the *free* 50S subunit abundance is high enough (Antoun et al, 2006). To strengthen this assumption, we note that *in vivo*, both the genetic organization of ribosomal genes in *B. subtilis* (Kunst et al, 1997) and the existence of an autogenous translation feedback of ribosomal proteins that control ribosome stoichiometry suppose an *approx.* equal abundance of 30S and 50S subunits (Grundy & Henkin, 1991; Kaczanowska & Ryden-Aulin, 2007). Since the *free* 30S subunit is distributed within several untranslating ribosomal complexes (**Figure 7, Table 2**), for modeling ribosome assembly we assumed that the *free* 50S subunit is more abundant than the 30S🞄mRNA🞄IFs🞄fMet-tRNA^fMet^ complex. This assumption leads to a model, where the initiation process is summarized by two reduced steps: a first reversible step which corresponds to the ribosome accommodation onto the start codon, followed by an irreversible step, which corresponds to the initiation of translation elongation.

## The mathematical model of bacterial steady-state protein production for a given mRNA (m*_i_*)

In this section, we derived the system of differential equations associated to the model described on **Table 2**. We then computed the nonlinear model associated to the protein production in steady-state growth. Let’s first introduce some notations.

**We defined 4 sub-forms of ribosomal species:**

1. *Free* (untranslating) ribosome (R*_free_*, 30S🞄IFs🞄fMet-tRNA^fMet^), which corresponds to the ribosomes that are available for all mRNAs.
2. Ribosome bound to a given mRNA (m*_i_*), which corresponds to the ribosomes that form a complex (R_b_*_i_*) that impedes the access of other ribosomes to the translation initiation region (TIR).
3. Ribosome accommodated onto the mRNA (m*_i_*) start codon, which corresponds to the ribosomes that form a molecular complex (R_a_*_i_*) that still impedes the access of other ribosomes to the translation initiation region (TIR). Indeed, when bound to an mRNA, a ribosome covers around 30 nucleotides (Steitz, 1969) and about 90% of the RBS in *B. subtilis* are distributed between positions -5 and -11 relatively to the start codon (Rocha et al, 1999).
4. Ribosome initiating translation elongation (R_t_*_i_*) corresponds to the ribosomes that release the TIRs, which therefore become free for binding another ribosome (R*_free_*).

**We introduced a sub-form of mRNA:**

*Free* m_i_ (m*_fi_*) that expose their TIR to ribosome recruitment (we note that the two other messenger species have already been described as a part of R_b_*_i_* and R_a_*_i_* complex).

We formalized the molecular steps described above and obtained the following differential equations relating ribosome and m*_i_* abundances:

And the conservation of the mass for mRNA of a given gene *i*:

***Comments:***

1. We have assumed that the R_a_*_i_*, R_b_*_i_* and R_t_*_i_* ribosomal and m*_fi_* species are all involved in fast chemical reactions so that their respective dilution rate can be assumed to be negligible as compared to the rates of transition from one species to another.
2. We have assumed that *free* 50S abundance is high enough so that the rate of “initiation of translation elongation” (**Step ➂**) is saturated and then does not depend on the *free* 50S abundance. Thus, in the reduced/general model we wrote “ ” and not “  ”.

1. We have assumed that protein degradation is negligible as compared to dilution, *i.e.* γ_i_ << *µ*. In the exponential phase of growth, most of the cytoplasmic proteins of *B. subtilis*, and more generally of bacteria, are highly stable (Gur et al, 2011; Jayapal et al, 2010; Kock et al, 2004; Piir et al, 2011). Nevertheless, if this assumption was not satisfied for a given protein, we would need to replace “*µ*” by “*µ* + γ_i_”.

In steady-state growth, **equations** (1) to (4) can be rewritten as

In order to have a closed-form expression of the protein abundance, we expressed the abundance of each ribosomal entity as a function of R*_free_*.

**Equation** (5) and **equation** (6) lead to the following expression

By combining **equations** (7) and **equations** (**10**), we have

**Equation (8)**, *i.e.*, irreversibility of the initiation of translation elongation, leads to:

We consequently have the protein production as a function of , *i.e.*,

The combination of **equations** (**11)** and **equation** (**13)** directly gives the relationship between protein and *free* ribosome abundances:

Eventually, we introduced a more compact expression of **equation** (**14)**, which we called the “**synthetic model**” in the main text**:**

where and

***Comment:*** The **equation** (**15)** highlights why it is not necessary to detail the elongation step since protein abundance does not depend on it. This is a direct consequence of the irreversibility of **step ➂** (initiation of translation elongation), which obviously implies that there is “no traffic jam of ribosomes” that may prevent a new cycle of translation initiation in steady-state growth.

## Extension of the general model to the whole proteome

Using the reduced/general model of bacterial protein production, we extended our analysis to the whole proteome. In this analysis, we assumed that protein degradation is negligible since ribosomal and cytosolic proteins were found to be stable during exponential growth in Gram-negative and Gram-positive bacteria (Gur et al, 2011; Jayapal et al, 2010; Kock et al, 2004; Piir et al, 2011).

### Mathematical framework

To extend the analysis to the whole proteome, we introduced a class of genes regulated at the translational level (even if only a few genes are known to be regulated at the translational level, (Kaczanowska & Ryden-Aulin, 2007)). Two classes of regulatory mechanisms were considered: (➊) regulatory mechanisms preventing the binding of *free* ribosomes, (➋) regulatory mechanisms interfering with another step of translation initiation.

Regulatory mechanisms preventing the binding of *free* ribosomes (➊) lead to the following model:

,

where corresponds to the level of regulation of the messenger *i*. is less than or equal to 1. To this purpose, we assumed that a part of the *free* messenger, *i.e.* is now sequestered in an inactive form (not able to bind a *free* ribosome) denoted in the sequel. A new differential equation is now integrated in the model:

where is the rate of “inactivation” of a *free* messenger and is the rate of messenger “activation”. In steady-state regimen, we then have . The inactive form of the messenger is also part of the mass conservation equation (**5)**, which now can be rewritten as: .

Therefore, we have: . By introducing, we obtain:

,

which leads to:

where and are the same as in equation (**15)**. The case of the regulatory mechanism (➊) then results in steady-state growth condition to an apparent ’ parameter, which corresponds to the real increased by .

**The case of regulatory mechanisms interfering with the translation initiation but independently from the *free* ribosome binding** (➋) led us to evaluate several cases since the mathematical derivation depends on the molecular step being targeted by the considered translational mechanism. These regulatory mechanisms also lead to ‘apparent’ and parameters. For the sake of simplicity, we assumed in the sequel that the messengers regulated at the translation level are all regulated as in case (➊) since handling the case (➋) is not more difficult to derive and does not modify our general conclusions.

### Extension to the whole proteome

Total ribosome abundance, *i.e.* [R_Tot_], within a cell corresponds to the sum of all individual ribosomal species, *free* or bound to any unregulated m*_i_* (from 1 to *n* genes) or any regulated m*_i_* (from 1 to m genes):

Following previous mathematical derivations the abundance of each ribosomal entity associated to unregulated genes can be expressed as a function of [R*_free_*]: , and . For regulated genes, we have: , and . Consequently, replacing each ribosomal entity in **equation** (**16)** we obtain:

and then

where K_1_*_i_* and K_2_*_i_* constants are identical to those from the reduced/general model (see **equation** (**15**)).

The previous equation can be rewritten in a more compact form:

with for and for .

The qualitative analysis of the steady-state abundance of *free* ribosome to variations of total mRNA and ribosome abundances is shown on **Figure 7D** and described in the main text.

**Remark**. The first term of the right hand side of equation ((**18)**) is a weighted sum of messenger abundances where the weight attached to gene *i* is given by:

This weight is decreasing with respect to the growth rate since (i) [R*_free_*] is a decreasing function of the growth rate and (ii) is increasing with growth rate since the translation speed increases with growth rate (Bremer & Dennis, 2008).

The same remark occurs for the weights associated to the second term of the right hand side of equation ((**18)**) and given by

However, depends on the considered condition and its effects on the weight value is then unknown.

### Putative effect of the autogenously regulated translation of ribosomal proteins on R_free_ abundance

The autogenous regulation of ribosomal protein translation falls into the previously formalized case ➊ (**§2.3.2**). We therefore investigate if the behavior of R*_free_* abundance with respect to the growth rate could be explained by the increasing weight of ribosomal proteins within the whole proteome as a function of the growth rate.

The stoichiometry of proteins in the 30S and 50S complexes implies that the abundance of each ribosomal protein is almost a multiple of . For distinct ribosomal proteins present in the ribosome for a considered condition, the abundance of the ribosomal protein ‘r*_i_*‘ with is by definition where ‘’ corresponds to its stoichiometry in the ribosomal complex (because in view of the highly elevated ribosome abundance, we assumed that abundances of ribosomal proteins associated to ribosomes under maturation and of *free* cytosolic ribosomal proteins can be neglected).

Regardless the regulatory mechanisms controlling the production of ribosomal proteins, the abundance of each ribosomal protein can be described as

If no regulatory mechanism exists, . Otherwise, .

We then deduce for the whole ribosomal proteome that:

and then for the whole proteome:

which simplifies into:

with for and for .

This expression is close to that of equation ((**18)**), therefore allowing similar qualitative analysis. As long as remains an increasing function of the growth rate, the conclusions presented in the main text during the analysis of expression ((**18)**) hold true. Under this assumption, we conclude that the behavior of [R*_free_*] is not fully imposed by the behavior of the ribosomal proteins with respect to the growth rate. Eventually, there exist non-ribosomal proteins that also contribute to decrease the abundance of R*_free_* with increasing growth rate.

The behavior of can be further investigated based on data from *E. coli*(Marr, 1991) and here we show that remains an increasing function for *E. coli.*

with

The right hand side of the previous expression corresponds to the proportion of ribosome used for producing each considered category. That means for example that the second terms represents from 10% to 25% of the whole protein production when growth rate belongs to 0.5 to 2 in view of the data from *E. coli* (Marr, 1991).

For growth rates belonging to [0.5, 2], we have

and then

Actually, since , we then have more surely

The total quantity of ribosome is increasing linearly with the growth rate for growth rate belonging to [0.5, 2]:

Following the previous derivation, we then have

and then

The left hand side of the previous equality is an increasing function of the growth rate if:

We have to estimate *c*, *d* and *a/b.* Following the data from *E. coli* (Marr, 1991), we have:

and then *b*=20 and *a*=20 thus *a/b*=1. For *c* and *d*, we have

and thus *d*=0.1 and *c*=0.05.

We finally conclude that is an increasing function of growth rate if

and then is an increasing function for growth rate belonging to [0.5,2] (if the simplification derived by assuming is not used, we then have shown that is greater than this quantities and then greater than a function which is strictly increasing function of the growth rate. Altogether, it suggests that the synthesis of ribosomal proteins cannot alone explain the drop of R*_free_* abundance.

## Alternative mathematical models

Translation efficiency in the form of a Michaelis-Menten-like equation ensued from straightforward, reasonable biological assumptions. As for the model in which translation efficiency was considered as constant (Klumpp et al, 2009), one can be surprised that translation efficiency in the form of a rather simple Michaelis-Menten-like equation can properly illustrate a sophisticated process like translation. The general model considered 4 major steps for protein production but a dozen of molecular steps have already been described (Milon et al, 2012; Ramakrishnan, 2002). We also considered that *free* 50S abundance is high enough so that the rate of “initiation of translation elongation” does not depend on the *free* 50S abundance. We therefore explored more complex models to verify to which extend translation efficiency can simplify into a Michaelis-Menten-like equation and under which assumptions, but also to gain insights on what lies behind the newly defined global, growth-rate-dependent R*_free_* variable. Thanks to the synthetic model, we deduced both the relative variation of R*_free_* abundance and the values of the K_1_*_i_* and K_2_*_i_* aggregated constants that originate from the most probable *in vivo* ribosome assembly based on *in vitro* data. However, it was shown *in vitro* that mRNAs can also bind to the ribosome at any time before or after the binding of the initiation factors (IFs) and the initiator fMet-tRNA^fMet^ (Milon et al, 2012). Due to the intrinsic nature of ribosome assembly, it is likely that there are *in vivo* several ways of building the initiation complex and initiating translation. We therefore developed additional models, which provide some insights on the biological process of protein production and whose conclusions drove the reduction of the complete steady-state nonlinear model to the reduced/general model. We had considered alternative models integrating explicitly the role of:

*a.* the *free* 50S abundance,

*b.* alternate orders of binding of the IFs and tRNA^fMet^ onto the 30S subunit

### A model integrating the free 50S abundance

The additional model includes one new (**step 2.2**) and one modified (**step 3**) molecular steps right after ribosome accommodation (usual **step 2**), which corresponds to the recruitment of the 50S subunit (**step 2.2**) and to the initiation of translation elongation (**step 3**), respectively. As compared to the general model, the specific properties of the additional model are summarized below:

The differential equations related to the molecular system described above are:

We can write the new conservation of mass:

The steady-state growth model is then the solution of this set of equations:

**Equation** (**29)** and **Equation** (**30)** lead to:

We now expressed the ribosomal quantities as a function of [R*_si_*],

From **Equation** (**28)** , we have:

**Equation** (**27)** and **Equation** (**32)** lead to

In order to express the *free* messenger abundance as a function of [Rsi], we use **equation** (**26)**:

and obtained the announced result using **equation** (**25)**:

To conclude, we combined **equation** (**31)**, **equation** (**34)** and **equation** (**35)**:

which can be rewritten as

with

and

K’_2,50S_*_i_* can be written as a function of K’_1,50S_*_i_*:

The *free* 50S abundance appears in the nonlinear expressions of the two pseudo-coefficients, K’_1,50S_*_i_* and K’_2,50S_*_i_*. Regarding our experimental results, the two pseudo-coefficients must be near constant. Two scenarios can be envisaged:

1. The *free* 50S abundance is invariant with respect to the growth rate. The well-known variations of total ribosome abundance with growth rate (Bremer & Dennis, 2008; Schaechter et al, 1958) would then suggest the existence of a special, dedicated regulatory mechanism allowing bacteria to ensure the invariance of *free* 50S abundance.
2. The *free* 50S abundance is “high enough” so that with . Following this assumption, K’_1,50S_*_i_* happens to be almost invariant with growth rate (and saturated with respect to the *free* 50S abundance) and approximately equal to This assumption lead to a similar conclusion for K’_2,50S_*_i_*: . This alternative explanation does not necessitate the existence of a dedicated regulatory mechanism.

The in-depth analysis of the model, together with our experimental results supporting a Michaelis-Menten-like translation efficiency, led us to the conclusion that the 50S subunit abundance is either constant or not limiting for protein production. The latter conclusion is consistent with several experimental results (Antoun et al, 2006).

### A model exploring alternate orders of binding of the IFs and tRNA^fMet^ onto the 30S subunit

Milon *et al.* (2012) observed that mRNA recruitment is *in vitro* independent of the IFs and tRNA^fMet^ binding to the 30S subunit of the ribosome. Based on this observation we developed an additional model to investigate the consequences of alternate orders of binding of the IFs and tRNA^fMet^ onto the 30S subunit. The additional model includes a 5^th^ step (**step 1.2**) in between the 30S binding to the mRNA (similar to the usual **step 1** except that the R^*^*_free_* is now the only 30S subunit) and ribosome accommodation (similar to the usual **step 2** except that the R*_bi_* is now the R_IFtC_*_i_* ribosomal complex) and in which both IFs and the initiator tRNA^fMet^ bind to the R^*^*_bi_* complex (30S🞄m*_i_*). For the sake of clarity, the IFs and the initiator tRNA^fMet^ will be designated as IFtC (for IFs / tRNA^fMet^ Couple).

As compared to the general model, the specific properties of the additional model are summarized below:

As for the general model, we formalized the steps described above and obtained the following differential equations relating ribosome abundances and m*_i_* abundances:

The total mRNA for a given gene (m*_i_*) is composed of 4 species:

In steady-state growth the **equations** (**38**) to (**42**) lead to:

In order to solve this additional model, we expressed abundances of each ribosomal entity as a function of R*_ai_* abundance: , and . We can then rewrite **equation** (**43**) as a function of R*_ai_* abundance:

and we finally obtained after straightforward manipulations the announced result:

The previous expression can be easily rewritten as

with

As in the previous alternative model, we note that K’_2,IFtC_*_i_* can be expressed from K’_1,IFtC_*_i_*:

Interestingly, protein abundance is given by a very similar equation with aggregated K’_1,IFtC_*_i_* and K’_2,IFtC_*_i_* parameters, respectively equivalent to the K_1_*_i_* and K_2_*_i_* constants from the general model, but depending on the abundances of both initiation factors (IFs) and fMet-tRNA^fMet^. However, it is well-known that the fMet-tRNA^fMet^ abundance increases both as a relative fraction of total tRNA and in absolute abundance with increasing growth rate in *E coli* (Emilsson & Kurland, 1990) and that the abundance of each initiation factor also strongly increases with increasing growth rate in *E. coli* (Howe & Hershey, 1983). Since the translation efficiency is well represented by a Michaelis-Menten-like equation, the two K’_1,IFtC_*_i_* and K’_2,IFtC_*_i_* aggregated parameters must be near constant, which entails that abundances of neither the IFs nor the fMet-tRNA^fMet^ are limiting for ribosome assembly at any growth rates. Thus, the IFtC abundance is ‘high enough” so that with . Following this assumption, K’_1,IFtC_*_i_* happens to be almost invariant with growth rate (and saturated with respect to the IFtC abundance) and approximately equal to.

This assumption lead to a similar conclusion for K’_2,IFtC_*_i_*:

The additional model thus suggests that the variation of the 30S subunit abundance directly triggers the drop of translation efficiency from slow to fast growth.

By contrast when considering the order of binding of the IFs and tRNA^fMet^ onto the 30S subunit as described in the reduced/general model, the 4-fold decrease of R*_free_* (30S🞄IFs🞄fMet-tRNA^fMet^ initiation complex) abundance is either due to the drop of each or only one of the composing entities. Therefore, if alternative R*_free_* initiation complexes (30S🞄IFs🞄fMet-tRNA^fMet^ and 30S) coexist *in vivo*, the two nonlinear models (*i.e.* the reduced model displayed in **§2.1**, and the alternative model depicted in **§2.4**) can simultaneously be applied.

How do the Michaelis-Menten *versus* linear models of translation handle with growth-rate-dependent translation efficiency trajectories

As shown on **Appendix Figure S1**, we performed a simulation setting a lower K*_2i_* value for protein_1_ than for protein_2_ and on the condition that the *free* ribosome abundance varies with growth rate, the ratio of the translation efficiencies of these two proteins definitively varies with growth rate (note that the complete set of parameters used for the simulation is given in the legend of **Appendix Figure S1**). In this example, a growth-rate-dependent variation of R*_free_* abundance, which is common to the production of all proteins, entails that the ratio between the two theoretical proteins decreases with increasing growth rate. Such an effect cannot be obtained if the translation process is described as one irreversible step (**Appendix Figure S1C**) as in (Dressaire et al, 2009; Klumpp et al, 2009; Tadmor & Tlusty, 2008) since in this case, the translation efficiency is linearly related to the free ribosome abundance (as shown by the simulation on **Appendix Figure S1D**; red and blue dotted lines). With this simple, linear relationship, the ratio between the translation efficiencies of two proteins will therefore be invariant and independent of the free ribosome abundance (black line, **Appendix Figure S1D**). As a result, a linear model of the translation process cannot explain the variation of the ratio of the two different transcripts-related translation efficiencies observed on **Figure 3B**. Altogether our results indicated that modeling translation as an elementary three-step initiation process can reproduce the experimentally observed growth-rate-dependent translation efficiency.

# Supplementary Notes

A subset of experiments realized with the *^fbaA^*TIR strains but all experiments realized with the *^hs^*TIR strains were selected to estimate protein ratios as a function of the growth rate. Indeed, some datasets have been removed if one of the strains included in a given experiment exhibited a GFP fluorescence level close to zero. Thus, all the cultures of the *^fbaA^*TIR strains in CHG were removed because of the low GFP expression level of the *^fbaA^*TIR*_modif1_* strain. In addition, due to the variability of the fluorescence and growth acquisition, 6 additional plates were discarded from the dataset used to estimate ratios (**§3.1**). The same dataset of experiment was used to estimate the translation-related parameters (**§3.3**).

## Estimate of ratios of protein production by “minimization of mean-square error” and bootstrap

We have developed a dedicated data treatment method in order to estimate the ratios of GFP abundance between 4 strains. In view of the expected range of ratio variations, we optimized the experiment design (based on preliminary data) and developed a dedicated data treatment approach allowing to fully benefit of the experiment design. Our proposed data treatment approach had been developed in order to take advantage of the existence of replicates in the same microtiterplate and used directly the raw fluorescence datasets. Only intra-day variability has been a priori corrected due to the fact that all clones did not start growing concomitantly.

In order to estimate the ratios, we first recall that by definition, the ratios between the chosen strains satisfied this set of equations:

$$\left\{ \begin{aligned} \mathrm{RawFluo}_{1}\left( \mathrm{OD} \right)=\mathrm{AutoFluo}^{\mathrm{OD}}\left( \mathrm{OD} \right)+ \mathrm{GFP}_{1}\left( \mathrm{OD} \right) \\ \mathrm{RawFluo}_{2}\left( \mathrm{OD} \right)=\mathrm{AutoFluo}^{\mathrm{OD}}\left( \mathrm{OD} \right)+r_{2}\mathrm{GFP}_{1}\left( \mathrm{OD} \right) \\ \mathrm{RawFluo}_{3}\left( \mathrm{OD} \right)=\mathrm{AutoFluo}^{\mathrm{OD}}\left( \mathrm{OD} \right)+r_{3}\mathrm{GFP}_{1}\left( \mathrm{OD} \right) \\ \mathrm{RawFluo}_{4}\left( \mathrm{OD} \right)=\mathrm{AutoFluo}^{\mathrm{OD}}\left( \mathrm{OD} \right)+r_{4}\mathrm{GFP}_{1}\left( \mathrm{OD} \right) \\ \mathrm{RawFluo}_{5}\left( \mathrm{OD} \right)=\mathrm{AutoFluo}^{\mathrm{OD}}\left( \mathrm{OD} \right) \end{aligned} \right.$$

since the measured fluorescence (RawFluo_j_) is the sum of the GFP fluorescence (GFP_j_) and of the *B. subtilis* auto-fluorescence. In balanced growth, the GFP fluorescence is a linear function of the OD *i.e.* a_0_+a_1_ OD. $\mathrm{AutoFluo}^{\mathrm{OD}}\left( \mathrm{OD} \right)$ can be fitted by a 3^rd^-degree polynomial as already described above (Aichaoui et al, 2012; Botella et al, 2010; Buescher et al, 2012)):

AutoFluo^OD^(OD) = b_0_ +b_1_ OD+ b_2_ OD^2^ +b_3_ OD^3^

It remains to introduce a notation allowing to handle the existence of NR replicates of the j-th strain:

$$\mathrm{RawFluo}_{j}^{k}\left( \mathrm{OD} \right)=\mathrm{AutoFluo}^{\mathrm{OD}}\left( \mathrm{OD} \right)+r_{j}\mathrm{GFP}_{1}\left( \mathrm{OD} \right)$$

which corresponds to the measured fluorescence associated to the k-th replicate of strain j.

For notation convenience, we then introduced these two parameters: $r_{1}=1$ and $r_{5}=0$.

For a given a microtiterplate, the set of parameters (r_2,_ r_3_, r_4,_ a_0_, a_1_, b_0_, b_1_, b_2_ and b_3_) is estimated as the solution of the least square optimization problem (in red, parameters to be estimated):

$$\min_{\begin{aligned} \\ \begin{matrix} \\ \begin{matrix} \begin{matrix} r_{2},r_{3},r_{4} \\ a_{0},a_{1},b_{0},b_{1},b_{2},b_{3} \end{matrix} \\ r_{1}=1,r_{5}=0 \end{matrix} \end{matrix} \end{aligned}}\sum_{j=1}^{5} \sum_{k=1}^{NR(j)} \sum_{i=1}^{K(j,k)} \left\| \mathrm{RawFluo}_{j}^{k}(i)-r_{j}\left( a_{0}+a_{1}\mathrm{OD}_{j}^{k}\left( i \right) \right)-b_{0}-b_{1}\mathrm{OD}_{j}^{k}(i)-b_{2}{\mathrm{OD}_{j}^{k}}^{2}(i)-b_{3}{\mathrm{OD}_{j}^{k}}^{3}(i) \right\|^{2}$$

where NR(j) is the number of replicates associated to strain j (equal to 12 when all the replicates have satisfied all the quality control steps), K(j,k) is the number of measured points associated to the k-th replicate of strain j and finally, $\mathrm{OD}_{j}^{k}$(i) is the i-th measured OD_600_ associated to k-th replicate of strain j.

The above optimization problem does not correspond to a classical linear regression problem since it contains a product between parameters to be estimated (*i.e.* between r_j_, a_0_ and a_1_). Nevertheless, this non convex optimization problem can be solved using available and well-established approach. In view of the specific structure of the criteria, we used a classical “minimization of mean-square error” for estimating parameters (McLachlan & Krishnan, 1997).

The 95% confidence intervals for the different parameters were obtained by bootstrap (Efron, 1987).

## Computation of the translation efficiency

The measured decline of protein abundance with increasing growth rate can either be due to a drop in translation efficiency (*i.e.* rate of protein production per mRNA) or/and to growth-rate-dependent post-transcriptional processes targeting the GFP protein (Arraiano et al, 2010; Buescher et al, 2012). However, the latter hypothesis can be rejected because the GFPmut3 protein variant used in this work already proved to be (*i*) highly stable during the exponential phase of growth (Andersen et al, 1998; Botella et al, 2010) and (*ii*) a good estimator of protein abundance for a given growth rate (Buescher et al, 2012).

As described in our model (**Figure 7, Table 2**), the translation efficiency of a given gene *i* is given by:

$$\lambda_{is}=\frac{{\mu[Protein}_{is}]}{{[mRNA}_{is}]}$$

To obtain the mRNA abundance of *gfpmut3* (mRNA*_gfp j_*) from a given strain (j, among a set of strains, S), we first estimated the total mRNA abundance as function of the growth rate (**Figure 1**, **Figure EV1A,** see also **Appendix** §1.3), we then measured the distribution of the *fbaA* mRNA within the total mRNA using microarrays (see also **§1.3**) and eventually verified the ratios of *gfp* and *fbaA* mRNAs by qPCR (see also **§1.5**) as follows:

*fbaA* mRNA abundances in the reference strain ([mRNA*_fbaA_*]) and in the other strains ([mRNA*_fbaA s_*]) were identical (see also **§1.5**). The GFP abundance and the growth rate were calculated as previously described (see also **§1.6**). The confidence intervals were obtained by bootstrap (Efron, 1987).

## The solution space of the K_1_, K_2_ and R*_free_* parameters

The aim of this section is to detail how we estimated the *free* ribosome abundance as a function of the growth rate and of the values of the Michaelis-Menten like parameters (K_1_, K_2_) associated to the set of reporter strains.

### Mathematical framework

As described in our model (**Figure 7**), translation efficiency follows a Michaelis-Menten-like equation as a function of the R*_free_* abundance:

$\lambda_{s}(\mu_{j})=\frac{K_{1s}[R_{\mathrm{free}}(\mu_{j})]}{K_{2s}+[R_{\mathrm{free}}(\mu_{j})]}$,

where$K_{1s}{, K}_{2s}$ are the two Michaelis-Menten like parameters of the strain ‘s’, ${[R}_{free}(\mu_{j})]$ corresponds to the R*_free_* abundance at growth rate, $\mu_{j}$ with $j\in\left( 1,\ldots,n \right),$ and n stands for the number of the different growth rate measurements. We will show in the sequel that the problem can be solved if (and only if) we can measure the translation efficiency of at least two reporter strains with different Michaelis-Menten like parameters in two different growth rate conditions. The strains used to solve the problem will thus be chosen in order to satisfy these conditions.

In this section, the estimation problem is introduced from a theoretical viewpoint while practical purposes are presented in the next section. Let us introduce two Michaelis-Menten-like functions standing for the translation efficiency of two strains *l* and *m*:

In the above equations${[R}_{free}(\mu_{j})$] stands for the R*_free_* abundance as a function of the growth rate $\mu_{j}$. Without loss of generality, we rewrote the two functions in a more convenient way

with $z(j)=\frac{1}{[R_{free}(\mu_{j})]}$, $Q_{1l}=\frac{K_{1l}}{K_{2l}}$, $Q_{2l}=\frac{1}{K_{2l}}$,$Q_{1m}=\frac{K_{1m}}{K_{2m}}$ and $Q_{2m}=\frac{1}{K_{2m}}$.

The general estimation problem can be set as the following:

where translation efficiencies associated to strain *l* and *m* *i.e.* {($\lambda_{l}(j)$, $\lambda_{m}(j)$} is assumed to be measurable for each growth rate condition {$\mu_{j}$} with $j\in\left( 1,\ldots,n \right).$

### The general estimation problem has an infinite number of equivalent solutions

Unfortunately, this problem (**Equation (52)**) has an infinite number of equivalent solutions. Indeed, if (Q_1_*_l_*, Q_2_*_l_*, Q_1_*_m_*, Q_2_*_m_*) and {z(j)} is a solution of the general estimation problem (**52)** then the set of parameters defined by

is also a set of solution of the general estimation problem (**52)** for any non-zero value of scaling parameters α and β.

The case α=1 has some interesting features. Indeed, in this case, the set of equivalent solutions is given by (βQ_1_*_l_*, βQ_2_*_l_*, βQ_1_*_m_*, βQ_2_*_m_*) and {βz(j)} for any $\beta\neq0$: the estimation problem is then “insensitive to the units of R*_free_* abundance”. More practically, it means that an absolute quantification of the R*_free_* abundance cannot be obtained without supplementary information. Additional constraints of positivity on all parameters can be included in the estimation problem (**52)**. These new constraints only restrict the set of possible scaling values, since in this case β > 0 and $\alpha$ has to belong to the following interval$[\min\left( 0,1-\frac{Q_{2m}}{Q_{2l}} \right),1]$. Nevertheless, this restriction does not remove the infinite number of equivalent solutions to the estimation problem.

### An equivalent estimation problem with a unique solution (when exists)

Here we introduce an “equivalent estimation problem” corresponding to problem (**52)** where two free parameters have been set. Any solution of the general estimation problem can be deduced from the solution of the equivalent estimation problem. As for example, if $\tilde{Q}_{1m}(>0)$ and $\tilde{Q}_{2l}(>0)$ are set and if we assume that the equivalent problem has a solution given by ($\tilde{Q}_{1l}\tilde{Q}_{2l}\tilde{Q}_{1m}\tilde{Q}_{2m})$and {$\tilde{z}\left( j \right)$}, then any solution of the estimation problem (**52)** is related to the solution of the equivalent problem by the following equations:

$$\left\{ \begin{aligned} Q_{1l}= \gamma\tilde{Q}_{1l} \\ Q_{2l}=\theta\tilde{Q}_{2l} \\ Q_{1m}=\gamma\tilde{Q}_{1m} \\ Q_{2m}=\gamma\tilde{Q}_{2m}+(\theta-\gamma)\tilde{Q}_{2l} \\ z\left( j \right)=\gamma\tilde{z}\left( j \right)+ (\theta-\gamma)\tilde{Q}_{2l} \end{aligned} \right.$$

with $\gamma$ and $\theta$ are two non-zero constants

### The equivalent estimation problem has always a (unique) solution

Let us now briefly discuss the question of (a) the existence of a solution for the equivalent estimation problem and of (b) the identifiability of parameters. For identifiability, we assumed that measurements are not corrupted by any noise.

The knowledge of the translation efficiency of two strains in two different growth rates conditions is enough for identifying (theoretically) the model parameters. In this case, we have six parameters in **Equation** (**52)**, *i.e.* Q_1_*_l_*, Q_2_*_l_*, Q_1_*_m_*, Q_2_*_m_*, z(1) and z(2), and two of them are set to *a priori* values in the equivalent estimation problem. Thus, four model parameters remain to be estimated. The estimation problem is equivalent to the resolution of a linear system of equations with four equality constraints depending on four unknown parameters which has always a (unique) solution, *i.e.,* the system parameters are identifiable.

**Remarks**

- If we add a new growth-rate condition, then a supplementary parameter, *i.e.* ‘z(j+1)’ where ‘j+1’ is the new growth-rate condition, has to be estimated. Addition of z(j+1) leads to include two supplementary equality constraints (one for each strain) on the equivalent estimation problem. From a theoretical viewpoint, we have more constraints than parameters and thus a net gain to use a large set of growth-rate conditions.
- The identifiability result remains true when more than two strains are considered. Like in the case of two strains, only two parameters have to be set in order to have a unique solution (allowing the parameterization of all the solutions of the general estimation problem).

### Resolution of the equivalent estimation problem with noisy data

When data are noisy, the equivalent estimation problem is not equivalent to a linear problem and we have then to solve the following optimization problem:

where the translation efficiencies of to strain *l* and *m* *i.e.* {($\lambda_{l}(j)$, $\lambda_{m}(j)$} are assumed to be available for each growth rate conditions {$\mu_{j}$} with $j\in\left( 1,\ldots,n \right)$and where two parameters are supposed to be fixed.

We therefore solved the optimization problem through a classical Gauss-Newton like algorithm. Unfortunately, since the considered cost function is not convex, local minima exist. In order to obtain the global minimum, we then solved the minimization problem (**Equation (53)**) for different initial conditions, *i.e.* in the case of two growth rate conditions, four initial values associated to the four parameters to be identified. We finally kept the solution corresponding to the minimal value of the cost function.

### Handling a large set of "growth rate" conditions

A large set of growth-rate conditions theoretically leads to add new constraints on the parameter estimation (see section d). However, for each new growth condition integrated, a additional parameter needs to be estimated. Thus, increasing the set of growth rate conditions leads to some computational difficulties due to the curse of parameter dimension (since we have to sample enough initial conditions in order to reach the global minimum).

In order to use a large set of conditions (n>4), we then assumed that the *free* ribosome abundance (variable z), is a polynomial function of the growth rate:

We have now to solve this new minimization problem:

where two parameters among $Q_{1l}, Q_{2l}, Q_{1m}\mathrm{and}Q_{2m}$ have been fixed.

### Design and use of dedicated reporter strains to overcome the infinite number of equivalent solutions

From a biological viewpoint, we want to estimate the amplitude of the *free* ribosome variation and its specific shape with respect to the growth rate. To do so, we have then to fix two parameters among $Q_{1l}, Q_{2l}, Q_{1m}\mathrm{and}Q_{2m}$. $Q_{1l}$ or $Q_{1m}$ can be fixed to 1. None of these parameters has an effect on the shape or on the amplitude of the *free* ribosome variation with respect to the growth rate. By contrast, fixing the second parameter ($Q_{2l}$ or $Q_{2m}$) has necessarily an impact on the estimation of R*_free_* and parameters since implicitly $\alpha$ and $\beta$ are now fixed in Equation (57). Nevertheless, $Q_{2l}$ or $Q_{2m}$ needs to be fixed in order to obtain a “conservative estimation of the maximum variation of R*_free_*”. That means that the real variation of R*_free_* as a function of the growth rate has to be greater than or equal to the one obtained with the fixed parameters. We first selected the synthetic strain ‘j’ among all the synthetic strains having the largest translation efficiency ratio between the lowest and the largest growth rate. We then set for this strain Q_1j_= 1 and Q_2j_= 0.

### Implication of a possible error induced by an inaccurate Q_2j_ value

We now discuss the consequences of a possible discrepancy on the fixed parameter “Q*_2j_*” on the estimation of the *free* ribosome variation. For the sake of simplicity, we only considered 2 strains (the general case can be handled in the same way). We assume that we have obtained using our *a priori* choice of parameters ($Q_{1m}$=1 and Q_2m_= 0) and after the estimation step the following solution:

Now, we assume that Q_2m_ is not equal to zero but to a given value $\tilde{Q}_{2m}>0$.

In this case, we obtained the following “true” solution:

But, we already pointed out that the parameters of the solution **(52)** and the ones of the true solution are related by relation **Equation** (**53)**. Thus, we have:

$$\left\{ \begin{aligned} \tilde{Q}_{1l}=Q_{1l} \\ \tilde{Q}_{2l}={\beta Q}_{2l} \\ 1=\frac{\beta}{\alpha} \\ \tilde{Q}_{2m}=Q_{2l}(\beta-1) \\ \tilde{z}=z-\tilde{Q}_{2m} \end{aligned} \right.$$

The “true curve” is only shifted down by a constant term and the shape of $\tilde{z} (\mu)$ and $z(\mu)$ are kept.

Moreover, the maximum amplitude of variation of the estimated curve is

$\mathrm{Max}_{\mathrm{Ratio}}=\frac{\max_{(\mu\in[0.25;1.4]))} \left( \frac{1}{z\left( \mu\right)} \right)}{\min_{(\mu\in[0.25;1.4]))} \left( \frac{1}{z\left( \mu\right)} \right)}=\frac{\frac{1}{z_{min}}}{\frac{1}{z_{max}}}=\frac{z_{max}}{z_{min}}$,

where $z_{max}=\max_{(\mu\in[0.25;1.4]))} \left( z\left( \mu\right) \right)$ and $z_{min}=\min_{(\mu\in[0.25;1.4]))} \left( z\left( \mu\right) \right)$.

For the true solution, we have then

$\tilde{Max}_{\mathrm{ratio}}=\frac{\max_{(\mu\in[0.25;1.4]))} \left( \frac{1}{\tilde{z}\left( \mu\right)} \right)}{\min_{(\mu\in[0.25;1.4]))} \left( \frac{1}{\tilde{z}\left( \mu\right)} \right)}=\frac{\frac{1}{\tilde{z}_{min}}}{\frac{1}{\tilde{z}_{max}}}=\frac{z_{max}-\tilde{Q}_{2m}}{z_{min}-\tilde{Q}_{2m}}$,

Therefore, we can deduce that $\mathrm{Max}_{\mathrm{Ratio}} \leq\tilde{Max}_{\mathrm{ratio}}$ since we have

$$\frac{z_{max}-\tilde{Q}_{2m}}{z_{min}-\tilde{Q}_{2m}}-\frac{z_{max}}{z_{min}}=\frac{\tilde{Q}_{2m}(z_{max}-z_{min})}{{(z}_{min}-\tilde{Q}_{2m})z_{min}}\geq0$$

and the true value of *free* ribosome abundance $\tilde{z}_{min}$ (=$z_{min}-\tilde{Q}_{2m})$ is positive by definition.

To summarize, using a prefixed value of Q_2_ for specific strains leads to a conservative estimation of the maximum variation of R*_free_* abundance and of the shape of the curve with respect to the growth rate.

### Statistical treatment

Regarding the specificities of our data treatment, we used the bootstrap approach (Efron, 1987) for characterizing all the statistical properties of our estimation scheme.

## Genome-wide estimation of R*_free_* abundance and of the {K_1_*_i_*, K_2_*_i_*} pairs for each transcript

### Genome-wide estimation of {K_1_*_i_*, K_2_*_i_*} pairs for each transcript

We developed a dedicated two-step iterative procedure for the estimation of {K_1_*_i_*, K_2_*_i_*} for a large range of transcripts of *B. subtilis* combining different datasets in five conditions: RNA quantification and DNA microarrays (obtained in this study), absolute protein quantification (Muntel et al. 2014, Goelzer et al 2015). We first computed for each condition (index *j*) and each transcript (index *i*) the translation efficiency as:

$$\lambda_{ji}=\frac{\mu_{j}P_{ji}}{m_{ji}}$$

where $\mu_{j}$, $P_{ji}$, $m_{ji}$, denotes in condition *j* the measured growth rate, the measured absolute abundances of protein *i* and mRNA *i* respectively. To infer {K_1_*_i_*, K_2_*_i_*}, we first selected the transcripts for which we had determined the translation efficiency in at least 3 conditions.

During the first step of the procedure, we identified the parameters {K_1_*_i_*, K_2_*_i_*} for each transcript by solving the following optimization problem:

where the coefficients ${\gamma_{0,}\gamma}_{1} , \gamma_{2},\gamma_{3}$ are fixed to the values identified during step 2. Here *n* represents the number of conditions for which we have determined the translation efficiency (between 3 and 5 conditions).

During the second step of the procedure, we identified the parameter R*_free_* by solving the following optimization problem for fixed values ${(Q}_{1i},Q_{2i})$ that were determined during step 1:

$$\min_{\begin{aligned} \\ \begin{matrix} \\ \begin{matrix} \begin{matrix} {\gamma_{0,}\gamma}_{1} , \gamma_{2},\gamma_{3}, \\ \end{matrix} \\ \end{matrix} \end{matrix} \end{aligned}} \sum_{i=1}^{p} \sum_{j=1}^{n} \left( \left\| \lambda_{i}\left( j \right)-\frac{Q_{1i}}{Q_{2i}+\sum_{k=0}^{3} \gamma_{k} \mu_{j}^{k}} \right\|^{2} \right)$$

Here the number p corresponds to the number of transcripts that are selected for the estimation of R*_free_*. We repeated the whole procedure several times until the R*_free_* parameter converged, i.e. $\sum_{k=0}^{3} \left\| \gamma_{k}^{t}-\gamma_{k}^{t-1} \right\|\leq\varepsilon$.

Unfortunately, since the considered cost functions of the two optimization problems are not convex, local minima exist. In order to obtain the global minimum, we then solved at each iteration, each minimization problem for different initial conditions of the parameters. We finally kept the solution corresponding to the minimal value of the cost function.

### R*_free_* abundance estimation for the synthetic strains *versus* the genome scale proteome

How the deposited data were processed for this re-analysis (not part of the article)

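The data are 16 one-colour microarrays of total RNA from B. subtilis cells in 4 media, 4 arrays per medium. Each array file holds 43457 features, of which 42040 are probes other than controls. Of these, 21197 match 4105 genes, 20660 lie between genes or on their reverse strand (10316 of them reverse) and 37 match the foreign genes lacZ, gfp, luxA, neoR, aphA3 and lacI. The remaining probes include those for other foreign genes such as cat. Arrays were grouped by the medium in their labels, which give the same growth rates as the paper.

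The authors extracted the arrays with Feature Extraction 10.5.1.1. The deposited processed signal is an intensity in which the local background is subtracted, spatial trends are removed and dim spots hold a surrogate value, with no scaling between arrays. The authors then averaged probes to genes with Rosetta Resolver 7.2.1, weighted by error, and scaled the genes by the spike-in transcripts, and these gene-level values are deposited on the intensity scale too. The gene-level values served as an alternative.

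From the processed signal, the spots of a probe were averaged and the probes of a gene were averaged on the log2 scale. Each array was shifted by the median difference of the spike-in transcripts whose coefficient of variation within arrays was under 25%, which were 8 of 10. Gene spots with outlier marks of the extraction software, 1194 of 339152, were set aside. Their values were filled from an additive fit of probe and array within the gene. Marked spots of spike-in transcripts were left out. Genes were named from the reference annotation by locus tag for 4037 genes, of which 1027 carry another name in the array file. Of the listed genes, rpmG, rpsNA, sdpC, pykA, aroE, epsK, yqxM and skfC matched no gene on the array by name or synonym, and epsJ was matched by its locus tag. spbC (BSU33770), which lies beside sdpB, may be the gene listed as sdpC and was not used as such. Coordinates are those of assembly ASM904v1, since the array files name no genome build.

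For comparisons, genes with a probe well above background on at least 4 of the 16 arrays were kept (4095 of 4105). limma 3.58.1 in R 4.3.3 fitted the 4 media, with moderated two-sided tests and Benjamini-Hochberg adjusted p-values at a threshold of 0.05. The comparisons are CHG with M9SE, S with M9SE, CH with S and CHG with CH. Gene lists were tested with camera at its preset correlation of 0.01 and with an estimated correlation. For a gene with no probe well above background in one medium, the fold is a lower bound, in which dim signals are set to the lowest signal of a gene probe well above background on that array. For a named gene whose signal, the mean over its probes, lay under this limit on any array of the dimmer medium, the fold is given as a lower bound in the same way, a rule chosen after the values were seen. Single values were compared by two-sided exact permutation tests with Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Shares were taken over all 4105 genes from signals on the linear scale.

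The media, comparisons, 28 gene lists, alternatives and the rule for named genes were set before the data were examined. The rule takes the 10 genes with the largest increase and the 10 with the largest decrease in CHG against M9SE, and 5 each way in the other comparisons, among those past the threshold whose groups do not overlap and that stand above background on every array of a medium. It adds the genes the paper names and up to 4 genes per list with the largest change past the threshold. The genes the paper names had been seen in its tables. List members outside the rule that are named because few went the other way or did not pass, the values of tlpA, flgM, gltA and gltB in S, and the lists of SigF, SigE, SigG and SigK genes and of zinc-responsive genes were chosen after the values were seen. The 28 lists are glycolysis and pyruvate dehydrogenase, gluconeogenesis, tricarboxylic acid cycle, overflow metabolism, use of secondary carbon sources, amino acid, purine, pyrimidine and fatty acid synthesis, ribosomal proteins, translation factors, aminoacyl-tRNA synthetases, RNA polymerase, DNA replication and cell division, ATP synthase, respiratory oxidases, motility and chemotaxis, competence, early sporulation, biofilm matrix, antimicrobial peptides and surfactin, secreted proteases, peptide uptake, nitrogen limitation, general stress, heat shock and proteolysis, the constitutive genes of Fig EV1G and the other genes the paper names.

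The alternatives were scaling to the 75th percentile, to the summed signal, by quantiles or not at all; other sets of spike-in transcripts; normexp background correction with an offset of 50; the median or the arithmetic mean over probes; other filters; the deposited gene-level values; replicate number or slide as a block; leaving out each array in turn; and a threshold of at least 2-fold. On simulated data of 4095 genes, 200 were changed singly and 30 more as a set for camera, and the steps recovered 49% of the single genes changed by 0.5 on the log2 scale and 93% of those changed by 1, with 7 false calls among the 3865 unchanged genes. The number of arrays limits the precision, and near background the signal over background does.

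Total mRNA abundance uses a first-order fit to the paper's total RNA values, and translation efficiency uses third-order fits to its GFP and qPCR values. The proteome, GFP library and model results of the paper have no array data and were left out.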

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

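The tests of the reporter transcripts, the medians with signals under the limit set to it, the tests of zinc limitation and of the reporter strain for the zinc-responsive genes, and the other splits of the arrays were chosen only after the result was seen.

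Signals of the reporter constructs stand on arrays that the labels give as the parent strain. The median signal of the gfpmut3 probes was 44699 in S, 70683 in CH and 40480.2 on CHG replicate 3, against 8.08 to 55.6 on the other 7 arrays, that of the lacI probes was 97168, 140394 and 105200 against 8.70 to 14.4, and that of the cat probes was 310.4, 618 and 295 against 8.49 to 14.0. In the paper, the reference strain carries lacI from a chloramphenicol-resistance plasmid inserted in amyE, and the gfpmut3 strains derive from it. Cross-hybridisation of genomic transcripts is argued against by the amyE probes behind the insertion site. Relative to the probe before the site, they were lower by a difference of -2.65 (log2) on arrays with the signal. A small admixture of reporter RNA is argued against by the smallest such difference on any of these arrays, -1.53. A wrong medium for CHG replicate 3 is argued against by its correlation over genes of at least 0.991 with the other CHG arrays and of at most 0.949 with CH arrays. Probes for the resistance gene specR gave no such signal, with 7.94 to 16.1 on the arrays with reporter signal and 9.29 to 17.4 on the other 7. These arrays thus have the gfpmut3, lacI and cat marks of the paper's reporter strains, while the labels name the parent strain. The paper also gives the parent strain for its microarray analysis when it checks fbaA expression, so the signals conflict with the stated strain. The reason for this conflict was not tested. In S against M9SE, and in CHG against CH apart from CHG replicate 3, the medium and these marks differ together.

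Transcripts of late sporulation were abundant in M9SE, a medium of growing cells, and low in CHG. Cross-hybridisation of single probes is argued against, since 94.4% of the 72 probes of the SigK list were at least 2 log2 units lower in CHG, and a slide effect is argued against, since the SigK list median was -8.93 in the slide where it was nearest 0. If a share of the M9SE cells formed spores, the lists of the forespore and of the mother cell would all be lower in CHG, and the highest of the 4 list medians was -4.21 (-3.49 with all signals under the limit set to it, and -2.64 with quantile normalization), which is consistent with such a share. Whether a few cells or all cells carried these transcripts was not measured, and contamination of the cultures with spores stays untested.

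Zinc-responsive transcripts were high in S. A slide effect is argued against by the list median of S minus M9SE, which was 6.97 in the slide where it was nearest 0. The reporter strain is argued against as a cause, since CH arrays carry the same reporter signal and the list median of CH against S was -7.17. All 9 listed genes were higher in S than in both M9SE and CH, which is consistent with zinc limitation in S, whose recipe lists no zinc salt while the trace salts of M9 contain zinc chloride. The list was written after its genes had been seen, and zinc was not measured.

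Of 244 groups of 4 arrays tested for a single array far from the other 3 (228 of them genes in a medium), 12 held one, and chance gives 1 in 20, or 12.2. In M9SE the array apart had a log2 signal of 14.29 for carB (replicate 1), 15.77 for skfA (replicate 4), 12.58 for frr (replicate 1), 10.58 for ackA (replicate 2), 8.24 for alsD (replicate 3), 14.03 for nupN (replicate 1), 13.35 for dnaJ (replicate 1) and 9.74 for tlpA (replicate 4). In CHG it was 13.62 for citZ, 13.02 for pgi and 13.45 for gntZ, each on replicate 4, and in S 7.58 for glpQA on replicate 3.

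Probes between genes and on the reverse strand, which the paper does not report on, changed as well: of 5968 tested probes of the forward set, 4415 passed limma's test in CHG against M9SE (1446 higher, 2969 lower), and of 6149 reverse probes 4605 did (1423 higher, 3182 lower).

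Other splits of the arrays of both media into groups of 4 were fitted in the same way. The real split called the most genes in CHG against M9SE (3364, at most 0 in the other splits), S against M9SE (2455, at most 0), CH against S (3124, at most 2) and CHG against CH (2059, at most 1406), with 1 of 35 splits, the real one, as large in each. A share of 1 in 35 is the smallest that this number of arrays allows. Every other split mixes both media within a group, which widens the spread and lowers its calls. The splits alone therefore do not exclude chance. For CHG against CH, the split with 1406 genes points to a structure of the samples whose cause was not tested. Chance cannot be excluded for the number of called lists (19, highest other 19, with 5 of 35 splits as large) or of called free-ribosome classes (3, highest other 3, with 17 of 35 as large).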

How the results depend on the processing

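Chosen only after the result was seen were the alternatives with 7 spike-in transcripts, without the arrays that carry reporter signal, with the arrays of 1 numeral averaged, without the sporulation lists and with signals under the limit set to it; the other alternatives were planned. The number of changed genes in CHG against M9SE, S against M9SE, CH against S and CHG against CH was 2129, 1015, 1480 and 802 with a further threshold of 2-fold, which asks more of each gene, and that in S against M9SE was 1366 with no scaling; in the other settings the counts stayed within 1.5 times the reported ones. The enriched share in CHG was 81.4% from the deposited values, 79.4% without the sporulation lists, 76.2% from genes past the test alone, which is a smaller set by construction, and 83.1% from genes sorted on scaled values. Genes with no probe above background in CHG numbered 91 and 232 under the wider definitions. With quantile normalization 1 free-ribosome class was called, and in CHG against M9SE rpmEB (0.44) and rpmGB (0.26) turned positive without passing the test. In CHG against CH, fbaA turned to 0.23 with the 75th percentile, and gcaD to 0.35 with it, 0.24 with the summed signal and 0.23 with quantile normalization. Apart from those shown to follow from the construction, the cause was not tested. Leaving out each array in turn gave 3277 to 3346, 2254 to 2386, 3001 to 3110 and 1803 to 2336 changed genes in the 4 comparisons, 18 to 21 called lists, 3 classes, 80.1% to 81.0% for the enriched share, 2.19 to 2.35 for the ribosomal ratio, 7.41 to 7.75 for fbaA, 2.69 to 2.82 for translation efficiency, 1.03 to 1.10 for the scaling factor and 45 to 64 dim genes. Called lists numbered 13 to 21 in the other settings. Of 3399 alternatives for 139 values of named genes, 3358 stayed on the same side of the threshold and kept direction where they passed, 19 no longer passed, 16 passed in addition and 6 turned direction with the value past the test in at least 1 of the settings; 15 of the 3358, past the test in neither setting, had the other sign. Of 616 alternatives for camera's calls of 28 lists, 591 stayed on the same side of the threshold, 11 no longer passed, 14 passed in addition and 0 of the called lists turned in camera's direction, which is relative to the other genes. The medians of the lists themselves changed sign in some scaling for 5, 2, 4 and 14 of 28 lists in the 4 comparisons. Signal over background limits the genes that are dim in a medium, whose folds are lower bounds.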

Differences from the paper's values

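No test in this part was chosen after its result was seen. The paper states that several constitutive genes fell into either group (Fig EV1G), without naming them in that sentence. The 4 genes of that figure, fbaA, gcaD, zwf and pgi, were all in the enriched group here, with a share in CHG of 1.62, 2.95, 1.31 and 1.41 times that in M9SE. If other genes were meant, this is no difference. The paper gives a 4-fold fall of the fbaA reporter's translation efficiency from slow to fast growth, and a 5-fold fall of its GFP abundance. Here the translation efficiency in M9SE was 2.77 ± 0.198 (SD of the ratio) times that in CHG, and 2.58 to 2.95 times in the alternatives. GFP abundance in M9SE was 3.84 times that in CHG. Whether other fits between the data points account for these gaps was not tested.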

Other observations

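The tests in this part on the distance from the replication origin, other than that of dhaS, were chosen only after the result was seen.

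Most genes of motility and some of amino acid synthesis were higher in S, whose arrays also carry the reporter signal, than in M9SE. Of 43 genes of motility and chemotaxis, 39 rose and 3 (flgK, flgL and flgM) fell, with a median log2 fold change of 0.73 (camera at its preset correlation, adjusted p = 4.5e-09, and adjusted p = 0.586 with an estimated correlation). tlpA, a chemoreceptor, changed by 1.58 and flgM, the anti-sigma factor of SigD, by -0.55. Of 58 genes of amino acid biosynthesis, 23 rose (22 adjusted over the list alone) and none fell (limma), with a median of 0.43 (adjusted p = 4.2e-06, and adjusted p = 0.536 with an estimated correlation), among them gltA (3.48) and gltB (3.38). From CH to CHG, 39 motility genes fell (40 adjusted over the list alone) and tlpB rose, with a median of -0.59 (adjusted p = 0.0760), and all 17 genes of the biofilm matrix fell, with a median of -1.45 (adjusted p = 5.2e-06, and adjusted p = 0.562 with an estimated correlation).

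Between M9SE and CHG, 9 of 12 genes of heat shock and proteolysis rose and clpC fell, with a median of 0.63 (camera at its preset correlation, adjusted p = 0.0142, 0.276 with quantile normalization, and adjusted p = 0.519 with an estimated correlation), among them dnaJ, a cochaperone (1.28). Of 16 genes of DNA replication and cell division, 11 rose and ftsZ, ftsA and divIC fell, with a median of 0.70 (adjusted p = 0.0117, 0.237 with quantile normalization, and adjusted p = 0.548 with an estimated correlation), among them dnaN, the sliding clamp (1.49). Of 24 genes of the general stress response, 16 fell, among them bmrU (at least 9.06-fold lower) and yflT (at least 12.8-fold lower), and 2 (ctc and csbA) rose, with a median of -1.43 (-1.33 with signals under the limit set to it and -0.14 with quantile normalization; adjusted p = 0.0596). All 17 genes of the biofilm matrix fell, with a median of -0.76 (adjusted p = 0.0524), among them tasA, the matrix fibre protein (-2.50). Of 12 respiratory genes, the 4 genes of the quinol oxidase (qoxA to qoxD) rose and 6 fell, among them ctaD of cytochrome c oxidase (-5.74), with a median of -1.15 (-1.10 with signals under the limit set to it and 0.82 with quantile normalization; adjusted p = 0.911).

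In the same comparison, 13 genes of motility fell, among them tlpA (-3.17) and flgM (-1.96), and 4 rose, with a median of -0.25 (0.02 with the 75th percentile) and camera's direction upward (adjusted p = 0.892). Of 12 genes of nitrogen limitation, 4 rose, among them amtB, the ammonium transporter (2.97), and 6 fell, among them ureA, urease (-4.52), with a median of -0.30 (1.15 with quantile normalization) and camera's direction upward (adjusted p = 0.911). Of 12 genes of fatty acid synthesis, 3 rose and 5 fell, with a median of 0.12 (-0.01 with no scaling), a mean of -0.12 and camera's direction upward (adjusted p = 0.614). Of 9 genes of ATP synthase, limma called 0 (0 at an unadjusted p under 0.05), with a median of -0.04 (0.23 with the 75th percentile; camera's direction upward, adjusted p = 0.615). Of 3 genes of gluconeogenesis, gapB (-6.28) and pckA (-4.68) fell and fbp did not pass the test (adjusted p = 0.182). Of the 9 zinc-responsive genes, 3 rose and 1 fell, with a median of 0.07 (-0.03 with the summed signal and 1.86 with quantile normalization).

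Over all genes, the slope of the log2 signal on the distance from the replication origin, per Mb, was -0.15 ± 0.02 (SD, n = 4) in M9SE, -0.37 ± 0.03 in S, -0.49 ± 0.02 in CH and -0.60 ± 0.01 in CHG (two-sided exact permutation test against M9SE, p = 0.029 for each). With genes sorted by distance into 10 sets of 410 or 411 genes, the median log2 fold change of CHG against M9SE was 0.31 in the set nearest the origin, -1.10 in the set farthest from it, and from -0.50 to -0.10 in the sets between. The sign of the slopes rests on the sets at both ends: without the nearest and the farthest set, the slope was positive in all 4 media (0.71 in M9SE, 0.68 in S, 0.46 in CH and 0.52 in CHG), without the farthest set alone it was 0.29 in M9SE, 0.17 in S, -0.06 in CH and -0.04 in CHG, and without the nearest set alone 0.07, -0.09, -0.18 and -0.30. Without both sets, the slope differed from that in M9SE by -0.03 in S (exact p = 0.314), -0.24 in CH and -0.19 in CHG (exact p = 0.029 for both).

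The paper puts the fall of the dhaS reporter transcript down to its place near the terminus. If gene dosage were the whole cause for dhaS, the 411 genes farthest from the origin, of which it is one, would fall as much as dhaS (-3.59), but their median was -1.10, and 64 of them were as low. Dosage as the whole cause is argued against by this test, and as a part of the cause it stays open.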
